# Changes in granulosa cells gene expression associated with growth, plateau and atretic phases in medium bovine follicles

**DOI:** 10.1186/1757-2215-7-50

**Published:** 2014-05-07

**Authors:** Gabriel Douville, Marc-André Sirard

**Keywords:** Granulosa cells, Transcriptome, Growth status, Cow

## Abstract

**Background:**

The objective of this study was to build the transcriptomic profile of granulosa cells originating from follicles 6 to 9 mm in diameter in dairy cattle using microarrays.

**Methods:**

Granulosa cells originating from three different phases of antral follicle growth were compared: growing (G), plateau (P) and atresia (A), as categorized by flow cytometry profiles of DNA. The growing and atretic conditions were each hybridized against the plateau condition as a reference in order to understand the specific biological mechanisms modulated in this class of follicles.

**Results:**

2,942 genes were differentially expressed (P < 0.05) in P vs. G and 1,974 in A vs. P. A clear segregation of the 3 phases was confirmed by between group analysis (BGA). The first characteristic of the plateau phase is the activation of the upstream regulators *TP53* and *PTEN* which participate in the reduction of cell growth through *MYC*, *FOS* and *E2F1-2-3.* We also observed the down-regulation of steroidogenesis genes: *CYP11A1* and *CYP19A1*, in the granulosa cells of the plateau phase relative to the growth phase. On the other hand, the A vs. P contrast showed up-regulation of multiple transcripts associated to apoptosis: *CCT2, DAB2, DSG2* and *TGM2*.

**Conclusions:**

This study offers multiple candidate genes to be further studied in order to elucidate their role in the modulation of follicular development and, ultimately, of oocyte quality.

## Background

At birth, female mammals have a reserve of primordial follicles, tallied at around 130,000 in the cow [1]. Primordial follicles consist of an immature oocyte, arrested at prophase I of meiosis, surrounded by a single layer of somatic, granulosa cells (GC) [2]. By a mechanism that has yet to be well defined [3], a new cohort of these primordial follicles is constantly being activated to start their development, which progresses through a primary stage, a secondary stage and after around 140 days, in cows, eventually reach the antral stage. The antrum is a fluid-filled cavity that forms within the follicle when the latter has reached a diameter of around 250 μm and its oocyte is around 90 μm in diameter [4]. Unlike in mice [5] where antrum formation corresponds to the oocyte achieving meiotic competence, the ability to continue meiosis past the diplotene phase of prophase I, cattle oocytes only acquire this competence once the follicle reaches a diameter of about 3 mm, which corresponds to an oocyte diameter between 110–120 μm [6]. A transient rise in FSH serum levels will initiate a follicular growth wave, an event referred to as: recruitment [7]. The FSH levels will peak and start decreasing when the biggest follicles from the recruited cohort reach 4-5 mm in size [8]. This decrease in FSH will eventually lead to deviation, where the leading follicle will continue its growth and become dominant while the growth rate of subordinate follicles will be reduced and they will eventually regress by atresia [9]. On average, deviation occurs 2.5 days after emergence of the largest follicle of the wave, the latter reaching a diameter of 8.5 mm, while the largest subordinate in the wave is around 7.7 mm [8]. With the exception of the dominant follicle, follicles are destined for atresia, the former having acquired a relative independence from FSH [10] characterised by features such as being able to respond to LH signal by expressing functional LH receptors in its granulosa cells [11].

The objective of this study was to analyze the transcriptomic profile of follicles in the FSH-dependent growth phase (G) relative to follicles in the plateau phase (P) as a result of FSH deprivation, and of plateau follicles relative to follicles in the advance atresia stage (A). Using flow cytometry to measure DNA content of GC originating from individual follicles, the precise follicular growth stage was assessed in order to investigate genes pathways and families associated with these physiological states.

Pathway analysis software was used to study the biology underlying each phenotype.

## Methods

All chemicals were obtained from Sigma-Aldrich (Oakville, On, Canada) unless otherwise stated.

### Granulosa cells collection

Slaughterhouse ovaries from dairy cattle were kept on ice during transport and throughout the collection procedure in order to maintain RNA integrity. Individual follicle (6-9 mm) collection of the mural granulosa cell layers were recovered by scraping and measures were taken to avoid contamination between samples [12,13]. Briefly, the follicle diameter was measured with a ruler at the ovary surface and part of the follicular fluid was aspirated using an 18 gauge syringe in order to facilitate scraping. The hole made by the needle was widened by cutting out a triangular piece of ovarian epithelium using dissecting scissors. A small, rounded weighing spatula with no abrasive surface was then inserted through the hole and used to gently scrape the follicular walls, limiting the chances of collecting theca cells. Although we cannot rule out minor thecal contamination, this procedure is different form follicle aspiration with a needle where large chunk of theca cells can contaminate one sample. Therefore if contamination would be generated, it would be likely similar in all samples, and therefore would not impact gene expression ratios.

Granulosa cells from each follicule were transferred to individual 1.5 ml centrifuge tube containing 500 μl PBS solution without Ca^2+^ or Mg^2+^ (pH of 7.1 recipe (g/L): 0.2 KCL, 0.2 KH_2_PO_4_, 8.0 NaCl, 1.14 Na_2_HPO_4_, 1.0 D-glucose (dextrose), 0.11 pyruvate (pyruvic acid), passed through 0.22 μm filter) containing 125 mg/L EDTA (PBSE) [14]. Tubes were kept on ice prior to and after receiving the granulosa cells, again to maintain RNA integrity. In order to avoid contamination between samples, the instruments were rinsed in distilled water, dipped in 70% ethanol solution and wiped before collecting from the next follicle.

The samples were passed through a light vortex (half speed for 5 seconds) and centrifuged at 600 × g for 30 seconds at 4°C. The supernatant was discarded to remove cellular debris or blood in the sample leaving about 10 μl without disturbing the pellet, especially for small follicles where it was barely visible. Immediately after supernatant removal, the pellet was re-suspended by light vortexing in 50 μl of the same cold PBSE solution described above.

For each sample, the 50 μl cell suspension, 25 μl was transferred to a new 750 μl tube on ice for propidium iodide (PI) staining and flow cytometry analysis. The volume remaining in the original 1.5 ml tubes was frozen for RNA extraction.

### Flow cytometry

The following procedures were done in cold solutions to avoid lysing the cells. For each sample, 250 μl cold PBSE solutions (kept on ice) were added to the 25 μl suspension assigned to cytometry (also kept on ice). 340 μl of cold 95% EtOH was slowly added to the cell suspension, while vortexing at half-speed, to attain a final concentration of 70%. The samples were fixed in this alcohol suspension for a minimum of 16 h at 4°C. This permeabilized the granulosa’s membrane, allowing the DNA fragments resulting from apoptosis to exit the cell, giving a lower DNA content detectable by flow cytometry [14,15].

The staining procedure was adapted from [14]. Briefly, the fixed samples were centrifuged at 600 × g for 2 min at room temperature to remove the alcohol and DNA fragments. The granulosa pellet was then re-suspended in 500 μl of PI solution (50 μg/ml) in PBSE containing 0.1% Triton X-100, and RNase A at 50 μg/ml (50 U/mg) [16]. The samples were then incubated 30 min at room temperature, allowing enough time for the RNase to eliminate RNA, leaving only DNA as stained content within the cells.

The flow cytometry to analyze the DNA content in PI-stained cells was performed with a Beckman-Coulter EPICS XL (Mississauga, On) equipped with a 488 nm laser. Forward light scatter (FSC) is an indicator of relative particle size and side light scatter is an indicator of granularity. Both were used to gate out debris during the acquisition process. Peak versus integrated fluorescence were used to gate out doublets; two cells stuck together. Integrated fluorescence essentially indicates the time a particle took to pass the laser for a given event, two cells stuck together taking longer. 10,000 events were acquired once the gates had been applied.

The fluorescence histograms resulting from flow cytometry were modelized using the FlowJo software. The modelization gave the proportion of total events in the sub-G1 phase (G1-), corresponding to cells with less than 2n DNA content, G1 phase, corresponding to cells containing 2n of DNA, S phase, corresponding to cells that are duplicating their DNA material, G2 phase, corresponding to cells having completely duplicated their genetic material to 4n.

The FlowJo software was limited as the model it applied contains approximations and the numbers are rounded [17]. Consequently, the sum of the proportions of phases did not add up to exactly 100%, but varied between 92.83% and 110.54% for the samples collected in this experiment. The proportions were normalized by dividing the proportion of a given phase by the sum of all proportions, and multiplying the result by 100.

To categorize the samples from 6–9 mm follicles, they were first ordered in decreasing order using the following formula:

$$G2+S+G1-\left(G1-\right)=x$$

26 samples were collected from 26 individual follicles in the 6–9 mm diameter category. Only one follicule per ovary was selected. Based on the formula above, the samples were separated in 3 groups: The 8 samples with the highest x value were categorized as the "growing" (G) group, the 8 samples with the lowest x values were categorized as the "atretic" (A) group and the 8 samples with intermediate x values (few mitosis and limited atresia) were categorized as the "plateau" (P) group, while the 2 samples remaining at the boundaries were not included in the rest of the analysis.

### Sample selection for microarray analysis

4 samples were selected per category for micro array analysis. The quality of the RNA was tested on a Bioanalyser and any sample with a RIN value lower than 8.5 was discarded, excluding the advanced atretic follicles. Within the growing follicles, the 6 samples with the highest G2 + S : G1 ratio were considered and within these 6, the 4 samples with the highest G2 + S : G1- ratios were selected for hybridization. To narrow down to samples showing a "treadmilling" characteristic, the 6 samples with a G2 + S : G1- ratio nearest 1 in the plateau follicle group were considered, and among them, the 4 samples with the highest proportion of cell in the G0/G1 phase were selected for hybridization. Out of the 4 plateau granulosa samples selected, one sample was lost during the RNA extraction process and had to be replaced by the sample with the next highest G0/G1 proportion. This was the only case where a substitution had to be made. Finally, the 6 atretic follicles with the lowest G1: G1- ratio were considered, and among them, the 4 samples with the lowest G2 + S : G1 ratio were selected for hybridization, obviously favouring a relatively higher proportion population of cells undergoing apoptosis, corresponding to overall atresia for the follicle.

### Microarray

Total RNA extraction was performed using *PicoPure RNA* Isolation kit, (Life Technologies) and including a DNase digestion (Qiagen, Toronto, On) step. RNA quality was verified with 2100 Bioanalyzer (Agilent, Mississauga, On), using RNA 6000 Nano reagents, and all hybridized samples had an RNA integrity number (RIN) between 8.5 and 10.0. Using 5 ng of extracted total RNA as starting material, the linear amplification of the mRNA fraction was performed using RiboAmp HS^Plus^ RNA Amplification Kit (Life Technologies) which uses T7 RNA polymerase *in vitro* transcription (IVT) to yield antisense RNA (aRNA). The four samples from each condition were then labelled with either Cy3 or Cy5 dyes using the ULS Fluorescent Labelling Kit for Agilent arrays (Kreatech, Amsterdam, The Netherlands). 825 ng of labelled samples were prepared for hybridization using a Gene Expression Hybridization Kit (Agilent), step during which the Agilent spike was incorporated. The prepared samples were hybridized onto the Agilent-manufactured EmbryoGENE bovine microarray slide [18]. The 4 selected granulosa samples originating from individual follicles in the growing category were hybridized individually on each of the 4 arrays on the slide, against the 4 selected plateau samples, giving 4 biological replicates for each condition. Those same 4 plateau samples were also hybridized on a second slide, this time against the atretic follicles. For each contrast, a second slide was hybridized, inversing the color assigned to each condition, in order to produce a dye-swap, technical replicate. Hybridization was performed using the automated HS Pro 400 hybridization station (Tecan, Männedorf, Switzerland). The automated process consisted of: a wash using Prehybridization Buffer (Agilent) at 65°C, injection 65 μl of sample, hybridization at 65°C for 17 h, wash with GE Wash Buffer 1 (Agilent) at room temperature, wash with GE Wash Buffer 2 (Agilent) at 37°C and finally a drying step of 2 min at 30°C. The microarray slides were read using Tecan PowerScanner with the Autogain procedure on each individual array. The images were then processed with Array-Pro Analyzer 6.3.1 (Media Cybernetics, Rockville, MD) to map each spot and to manually exclude from the analysis spots obstructed by debris, such as dust particles. Expression data was then inputted into microarray analysis software FlexArray 1.6.1 [19]. Background correction was not performed to avoid a fold-change effect resulting only from low level expression following background subtraction [20]. Raw data normalization within arrays was performed using the Loess algorithm. Normalization between arrays was done using Quantile normalization, which uses intensities. The data were deposited into the Gene Expression Omnibus: GSE56145. Genes to be investigated based on their differential expression were selected based on a symmetrical raw fold change of >1.5 and a p-value of <0.05. The contrasts were set up in the following way: P vs. G and A vs. P, where a positive fold change indicated up-regulation in P and A, respectively (see Additional file 1 and Additional file 2).

A between group analysis (BGA) [21] using R software [22] was performed in order to make a preliminary assessment of the efficiency of cytometry to separate the GC samples in relation to their follicular origin (Figure 1).

**Figure 1:**
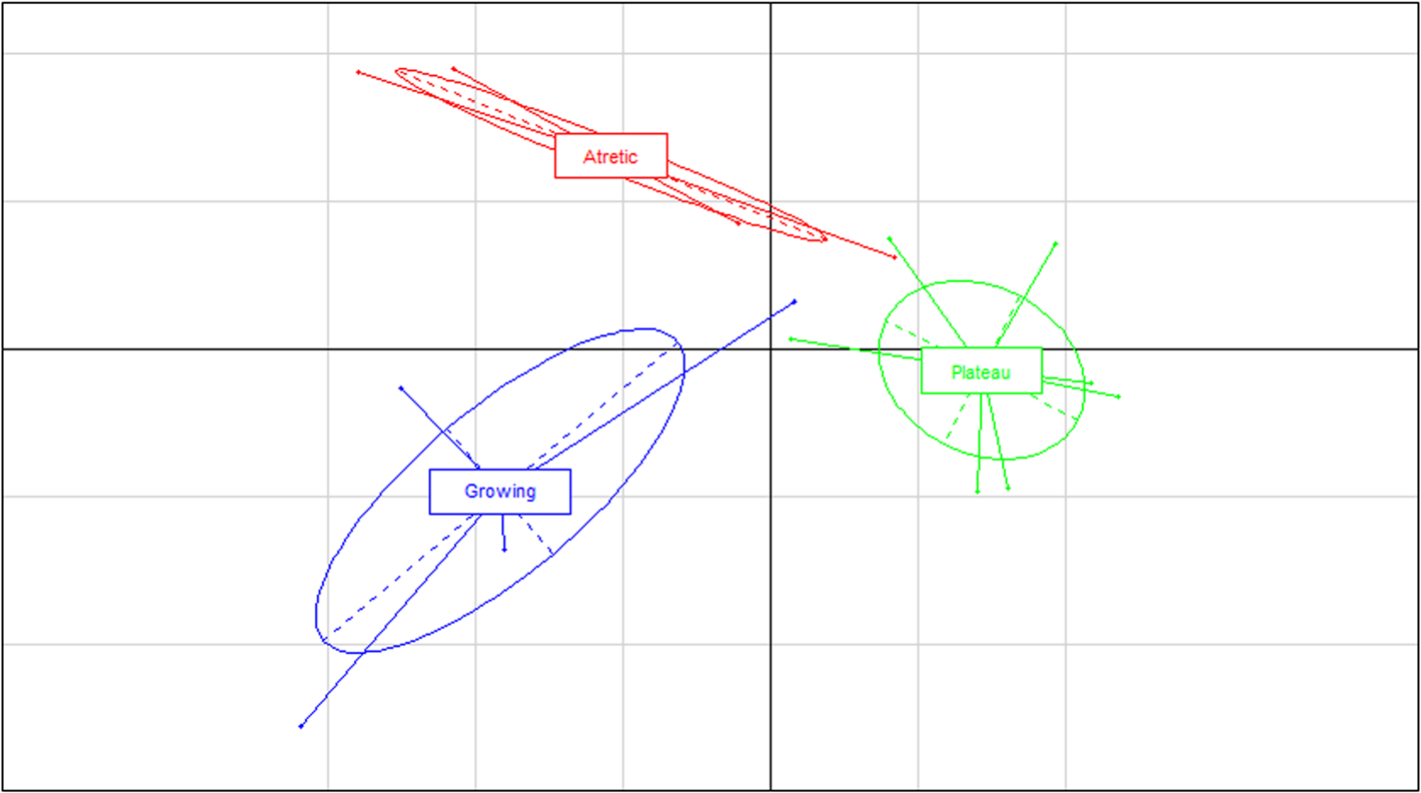
**A between group analysis (BGA).** The analysis was performed using R software [22] and using all probes’ data from the 3 folliculogenesis phases: Growing (Blue), Plateau (green) and Atretic (red).

### Analysis of differentially-expressed genes

Ingenuity Pathway Analysis (IPA) software was used to further identify functional attributes of the differentially expressed transcripts and to establish the interactions existing between the differentially expressed genes within the dataset and with other molecules in the IPA database to clarify what is driving their transcription. The limma data for all 38,732 probes on the EmbryoGENE bovine array targeting a transcript for both contrasts: P vs. G and A vs. P, were uploaded as individual dataset into the IPA software. A "core analysis" was performed separately for each using default parameters. The cut-off values were set to >1.5 and <0.05 for the fold change and p-value respectively. As an added feature not available in DAVID, for example, the results of Functions component of the IPA core analysis not only allowed transcripts to be grouped under a particular functional annotations, but it was also used to determine which functions were likely increased or decreased by integrating the direction of the fold change of a particular molecule and its documented impact on that function in the literature. IPA calculates a z-score for each functional category where a positive z-score predicts that the biological process is trending towards an increase, and a negative z-score corresponds to a decreasing trend. Z-scores ≥ 2 or ≤ -2 indicates that the function’s trend is statistically significant. The p-value, calculated by Fisher Exact Test, measures the likelihood that the genes in a dataset could be randomly associated to a given function. P-values < 0.05 (-log(p-value) > 1.3) were considered statistically significant, non-random associations. Level 1 – high-level functional category (e.g. cancer), Level 2 – mid-level category (e.g. growth) and Level 3 – specific functions, significantly represented in the data (e.g. growth of tumor), were described in the Functions component of the analysis and relevant annotations were selected among those for further investigation. Information at the Level 2 mid-level category was taken under consideration; however the p-value and z-score from the Level 3 – specific functions of the same name, encompassing all the genes within the Level-2 category, were used for the analysis.

The Transcription Factors component of the core analysis was used to determine which transcription factors (TF) were likely activated or inhibited and to select candidates downstream of those TF whose activity was relevant in the respective phase. The My Pathway tool was used to construct gene interaction network in a schematic form.

### Real-time PCR

Gene expression profiles were validated using real-time PCR (qRT-PCR). The method used to categorize and select follicles for hybridization was repeated to include an additional 3 samples in the validation. This resulted in a total of 7 distinct biological replicates per category, with the exception of the plateau phase. In the latter, only 2 additional samples were available due to a loss of samples during the extraction process or a RIN <7.0, which resulted in a total of 6 samples. Therefore, for each category, the qRT-PCR validation was performed with the 4 samples selected for hybridization and the next 3 samples, or 2 samples for plateau, best characterizing the given growth phase, as determined by cytometry. qRT-PCR was performed with non-amplified material. Total extracted RNA was reverse transcribed with oligo-dT primer and qScript Flex cDNA Synthesis Kit (Quanta Biosciences, Gaithersburg, MD). Primers specific to the targeted transcript were designed using PrimerQuest (Integrated DNA technologies**,** Coralville, IA). The qRT-PCR analysis was performed using LightCycler 480 SYBR Green I Master and the LightCycler 480 System (Roche, Laval, Qc, Cdn). The agarose gel-purified PCR product was diluted from 1 ng × 10^-4^ to 1 ng × 10^-8^ to calculate a five point standard curve in order to quantify the reaction output. Data normalization was performed based on GeNORM normalization [23] using actin, beta (*ACTB*), beta-2-microglobulin (*B2M*) and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) as reference genes. Purified PCR products were sequenced to confirm specificity. Primer sequences, product size, annealing temperature, and accession numbers are available in Additional file 3.

GraphPad Prism 5.02 (GraphPad Software Inc.) was used to assess significant differences between genes’ relative qRT-PCR expression. Initially, a parametric one-way analysis of variance (ANOVA) was performed with a Newman-Keuls post–hoc test at a significance level alpha = 0.05, and a post-hoc test for linear trend at significance level alpha = 0.05, to determine if the slope between the expression mean of each follicular phase, G, P and A, for a given gene, was significantly greater or lower than zero.

For genes where Bartlett test for equal variance found the difference between variances to be highly significant (P < 0.001) between the three folliculogenesis phases, the data was transformed using the formula Y = Log(Y *1e12), where multiplying by a large factor was meant to obtain values higher than 1, as the log of a proportion between 0 and 1 would give a negative value, and simply multiplying by -1 would not respect the original relative expressions.

## Results

### Cytometry

For the selected samples to be hybridized on the microarray, the histograms resulting from flow cytometry measurement had the expected profile for each of the respective phases based on previous investigation [14] (Figure 2). Granulosa cells from growing follicles showed a clear population in the G2 phase, corresponding to a peak to the right of the G0/G1 peak, with an intermediate S population and very few atretic cells in the shoulder along the left of the G0/G1 peak. Plateau phase follicles gave a granulosa cell population with reduced but still visible proportion G2 and S phase events, while the proportion of apoptotic cells was markedly increased as seen by a broad peak well to the left of the G0/G1, corresponding to a well-advanced stage of DNA fragmentation within the cells’ nucleus [14]. Finally, the atretic follicle profiles showed literally no cells in the S or G2 phase, an even narrower G0/G1 peak and a considerable proportion of cells in apoptosis, with a population having shifted to the very left of the fluorescent intensity axis.

**Figure 2:**
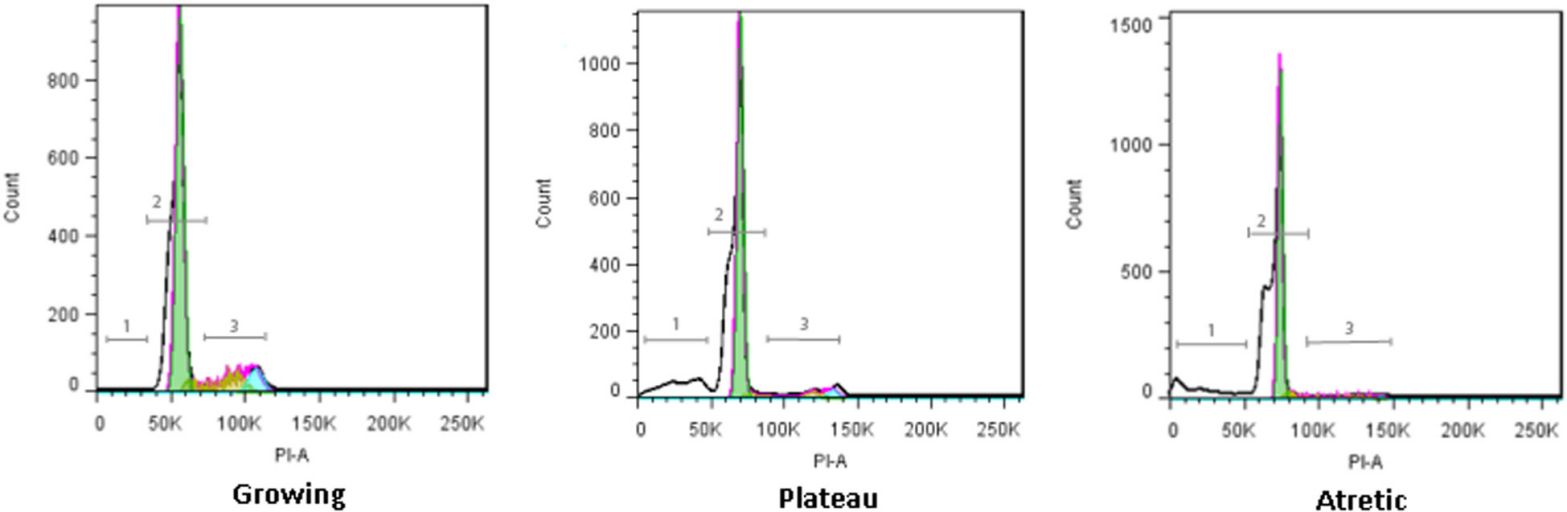
**Histogram of modeled DNA content for follicles 6-9 mm in diameter at different growing phases.** The modelization of the growing, plateau and atretic phases, using FlowJo software, gave the proportion of total events in the sub-G1 phase (-G1), corresponding to cells with less than 2n DNA content, G1 phase, corresponding to cells containing 2n of DNA, S phase, corresponding to cells that are duplicating their DNA material, G2 phase, corresponding to cells having completely duplicated their genetic material to 4n. (n = 26 granulosa samples). On the graph, the selected regions correspond to 1) –G1, 2) G0/G1, 3) S.

### Differentially expressed genes

Normalization and a cut-off at a symmetrical fold change of >1.5 and at a p-value of <0.05 resulted in 2,942 differentially expressed genes between plateau and growing follicle granulosa samples. 

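Granulosa cells of 4 growing (G), 4 plateau (P) and 4 atretic (A) bovine follicles, 6 to 9 mm in diameter, were compared on 2-colour EmbryoGENE microarrays, which carry probes for bovine transcripts. Every array held RNA of a plateau follicle in one dye and of a growing or an atretic follicle in the other, and each pair was hybridised again with the dyes exchanged. The 16 arrays thus gave the contrasts P vs. G and A vs. P, each with 4 replicates of 2 arrays, and the same 4 plateau follicles served both. The deposited scanner files hold raw spot intensities of RNA that the authors amplified before labelling. Spots the authors had excluded (40 to 145 per array) were treated as missing, no background was subtracted, and log2 ratios were normalised by loess within each array and by quantiles between arrays, which the methods name, here over all 16 arrays together. Both arrays of a replicate were turned to the same direction and averaged, so that n = 4 per contrast. A log2 ratio above 0 stands for a higher transcript level in P than in G, or in A than in P, and each gene was read at its brightest probe. limma tested every probe with a Benjamini-Hochberg adjustment over all of them, and the criteria of the paper (a fold change over 1.5 and an unadjusted p under 0.05) were counted beside it. Over the arrays a median of 79.2% of the probes in Cy3 (54.9% to 86.5%) and 58.2% in Cy5 (43.7% to 77.6%) exceeded the 95th percentile of the negative control spots, and the number of arrays limits the precision.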

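Among the genes higher in plateau than in growing granulosa cells was ANGPT2, a ligand of an endothelial receptor, with a log2 ratio of 4.63 (SD 2.50, n = 4 replicates, limma adjusted p = 0.124). VNN1, a pantetheinase of the cell surface, had a log2 ratio of 4.25 (SD 3.05, adjusted p = 0.191), with replicate 2 at -0.14 and 2 plateau channels saturated, so that the ratio is a low estimate, and it left the criteria of the paper without replicate 1, 3 or 4. Both genes were chosen after their values were seen. The kinase AURKB, which acts in chromosome segregation, was lower in plateau cells, with a log2 ratio of -3.17 (SD 0.72, adjusted p = 0.0616). Of 15229 genes, 1576 met the criteria of the paper, 830 of them higher and 746 lower in P, and in 1398 all 4 replicates lay on the same side of 0. No gene (0) passed an adjusted p under 0.05 in limma, while 3143 had an unadjusted p under 0.05, 1536 of them higher and 1607 lower. Without replicate 2, in which the differences were smaller, 297 genes passed. Counted by probe, 2938 of 43793 met the criteria, and 1 probe with no gene symbol passed the adjusted threshold (adjusted p = 0.0443).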

The atretic versus plateau contrast yielded 1974 differentially expressed based on the same parameters. 

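Between atretic and plateau granulosa cells, ACTN1, an actin crosslinking protein, had a log2 ratio of 2.28 (SD 1.85, n = 4 replicates, limma adjusted p = 0.486), with replicates 2 and 3 at 2.97 and 4.58 and replicates 1 and 4 at 0.70 and 0.86. Without replicate 2 its mean was 2.04 and no longer met the criteria of the paper. LAMC1, a laminin chain of the basal lamina, stood at 0.91 (SD 0.70, adjusted p = 0.480), and it left the criteria without replicate 3, at 0.57, and with the mean of all its probes, at 0.34. Of 15227 genes, 764 met the criteria, 325 of them higher and 439 lower in A, and in 569 all 4 replicates lay on the same side. At an adjusted p under 0.05, limma called 0 genes (smallest adjusted p = 0.390), and 1595 had an unadjusted p under 0.05, 797 higher and 798 lower. The number at the criteria moved to 1584 without replicate 1 and to 480 without replicate 2.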

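INSR, the insulin receptor, was higher in plateau than in growing cells (log2 ratio 1.11, SD 0.44, n = 4 replicates, limma adjusted p = 0.0874) and lower in atretic than in plateau cells (-1.18, SD 0.39, adjusted p = 0.390). It was among 197 genes that met the criteria of the paper as higher in P and then lower in A. Another 108 genes were lower in P and then higher in A, 1 was higher at both steps and 5 were lower at both, which makes 311 in all. Independent lists of these sizes would share 79.1 genes. Both contrasts use the same plateau follicles with opposite signs, and 100 simulated draws of unchanged groups shared a mean of 49.7 genes, a median of 1 and at most 745. Without replicate 1 the number was 571 and without replicate 3 it was 189. Across genes, which are not independent replicates, the log2 ratios of the contrasts correlated at r = -0.504 (simulated mean -0.112), with a covariance of -0.0925 (simulated mean -0.0106). With different plateau follicles in each contrast, the 6 splits gave a mean correlation of -0.302 and covariances from -0.22 to -0.00434.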

932 genes were modulated in both contrasts (Figure 3). 

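On the line from the mean growing to the mean atretic profile, plateau follicles lay at a share of 0.665 of the distance over all probes, and at 0.748, 0.129, 0.310 and 0.779 in the 4 replicates (SD 0.323). Unchanged groups that share the plateau values gave shares from 0.153 to 0.643 in 100 simulated draws (mean 0.367). With 1 replicate left out, the share was 0.35 (without replicate 1), 0.885 (without 2), 0.709 (without 3) and 0.508 (without 4). When every follicle was placed on the axes of a between group analysis made without it, 3 of 4 growing, 7 of 8 plateau and 1 of 4 atretic averages lay nearest their own group, with plateau follicles averaged separately in each contrast. The median share along the line was 0.179 for growing, 0.722 for plateau and 0.713 for atretic averages. Between atretic and growing follicles, which never shared an array, 632 of 15227 genes met the criteria of the paper (267 higher and 365 lower in A). limma called 0 of them at an adjusted p under 0.05 (smallest adjusted p = 0.248), and 1101 had an unadjusted p under 0.05. The share left the range of 0 to 1, at 1.25, when products of the same replicate were left out, a variant chosen after the data were seen.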

BGA analysis showed a clear separation of sample groups, placing the plateau group as an intermediate between the growing and atretic groups, along the vertical axis (Figure 1).

**Figure 3:**
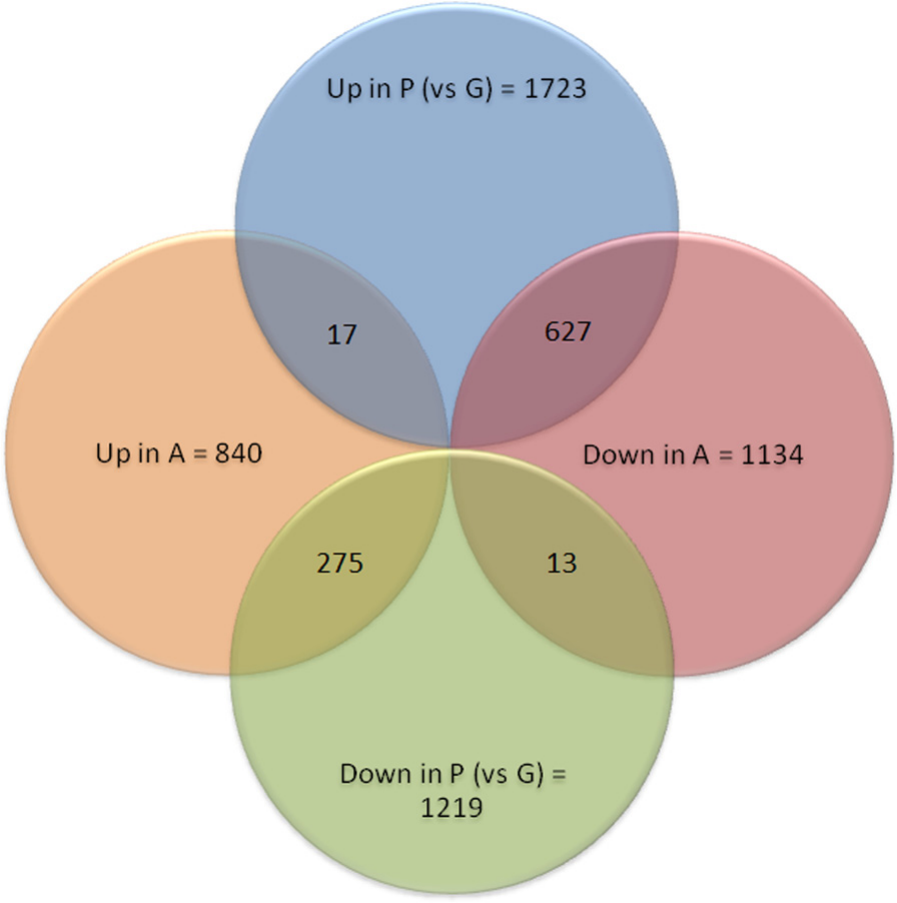
**Venn diagram of differently expressed genes.** The graph showing genes modulated according to a cut off set at 1.5 for symmetrical fold change and a p-value < 0.05. 2,942 differentially expressed genes between plateau (P) and growing (G) follicle granulosa samples. The atretic (A) versus plateau (P) contrast yielded 1974 differentially expressed genes. 932 genes modulated in both contrasts.

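The proteasome subunits PSMA5, PSMA4 and PSMB1, which form the core that degrades tagged proteins, were lower in plateau than in growing cells, with log2 ratios of -1.10 (SD 0.24, n = 4 replicates, limma adjusted p = 0.0627), -0.91 (SD 0.15, adjusted p = 0.0612) and -0.88 (SD 0.11, adjusted p = 0.0580). All 4 replicates were below 0 for these genes. Of 42 measured genes of ubiquitin and proteasome degradation, 14 were lower and 2 higher at the criteria of the paper, and 14 were lower and 3 higher when adjusted over the list alone. Their median log2 ratio was -0.28, and the list ranked lower than other genes in limma's camera test, which compares a list with all remaining genes (adjusted p = 0.00141, and adjusted p = 0.696 with an estimated correlation). PSMB1 left the criteria at -0.54 when all its probes were averaged, and PSMA4 at -0.56 on the slide with plateau in Cy5, on which the list did not pass either, at -0.23.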

Based on the P vs. G dataset of modulated genes, IPA Functions analysis was able to make statistically significant (z-score > 2) predictions for increased activity in ploidy of cells, degradation of proteins, ploidy of fibroblasts and neuromuscular disease. 

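LDHA, which makes lactate from pyruvate, had a log2 ratio of -3.27 (SD 1.52, n = 4 replicates, limma adjusted p = 0.101) in plateau relative to growing cells, and TPI1, another enzyme of glycolysis, -2.01 (SD 0.89, adjusted p = 0.0947). The mitochondrial electron carrier CYCS was also lower, at -2.19 (SD 0.71, adjusted p = 0.0748), as was NDUFS3 of respiratory complex I, at -1.30 (SD 0.29, adjusted p = 0.0625). FDPS of the cholesterol pathway stood at -1.96 (SD 1.41, adjusted p = 0.193) and left the criteria of the paper without replicate 3, at -1.89, and ADSL of purine synthesis at -1.55 (SD 0.39, adjusted p = 0.0627). RPL4, a protein of the large ribosomal subunit, was higher in plateau cells, at 1.22 (SD 0.34, adjusted p = 0.0681), and RPS7 of the small subunit was at 0.81 (SD 0.26, adjusted p = 0.0804), which was 0.20 and left the criteria on the slide with plateau in Cy3. Of 51 genes of the respiratory chain and ATP synthase, 16 were lower and 4 higher at the criteria (19 and 3 when adjusted over the list alone), with a median of -0.28 (camera adjusted p = 3.08e-06, and adjusted p = 0.696 with an estimated correlation). Glycolysis had 4 of 16 genes lower (2 when adjusted over the list alone) and a median of -0.54 (camera adjusted p = 0.0150, and adjusted p = 0.696 with an estimated correlation), which did not pass without replicate 1 or on the slide with plateau in Cy5. Cholesterol synthesis had 5 of 19 genes lower (0 when adjusted over the list alone) and a median of -0.80 (camera adjusted p = 0.0150, and adjusted p = 0.703 with an estimated correlation), which did not pass without replicate 1 or 3 or on that slide. Cytosolic ribosomal proteins had 14 of 31 genes higher (17 when adjusted over the list alone) and a median of 0.63 (camera adjusted p = 5.42e-12, and adjusted p = 0.696 with an estimated correlation). Purine synthesis (4 of 18 lower, 5 lower and 1 higher when adjusted over the list alone, median -0.00232, adjusted p = 0.580) and the MYC targets of ribosome biogenesis (2 higher and 3 lower of 28, 3 and 6 when adjusted over the list alone, median -0.13, adjusted p = 0.0907) did not pass, but the latter passed as lower without replicate 1, on the slide with plateau in Cy3 and with the raw mean intensity. In all, 10 of 34 lists passed, 2 higher and 8 lower, and 12 passed (4 higher and 8 lower) with normexp background correction, with Aquantile or no normalisation between arrays, and with the series matrix values. The 10 include the qRT-PCR panel and the lists of mitosis and of DNA replication, which are not independent evidence, as stated where they are given.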

The 21 functions predicted to be significantly decreased (z-score < -2) in P, relative to G, are related to cell growth, proliferation, metabolism, synthesis and energy production (Additional file 4). For differentially expressed genes in the A vs. P contrast, IPA predicted 54 functions to be increased which were related to cell movement, differentiation, cell death and, unexpectedly, cell survival and proliferation. However, no functions had a decreasing trend that was statistically significant (Additional file 4).Level-1 categories cell cycle and cell death were further analyzed as they are relevant to the physiological context of the samples. It was observed that for the P vs. G contrast, genes in the dataset had significant overlap with 14 cell cycle annotations, 11 of them showed a functional decreasing trend, most related to cell division with M-phase predicted to be significantly down-regulated in P follicles relative to G (Figure 4A). 

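RPS9 and RPLP2, proteins of the small and the large ribosomal subunit, had log2 ratios of -1.47 (SD 0.36, n = 4 replicates) and -1.12 (SD 0.30) in atretic relative to plateau cells, each with a limma adjusted p = 0.390. GCLC, which makes the precursor of glutathione, was at -1.20 (SD 0.84, adjusted p = 0.464) and left the criteria of the paper without replicate 2 or 3, and GSTA4, which detoxifies lipid peroxides, at -0.81 (SD 0.35, adjusted p = 0.393), which left them at -0.47 when its probes were averaged. FDFT1, which commits isoprenoids to cholesterol, was at -1.05 (SD 0.93, adjusted p = 0.511), and with 1 replicate left out it kept the criteria without replicate 1 only, and it left them at -0.52 with its probes averaged and in 2 other alternatives. PDGFRA, a receptor of stromal cells, was at 2.34 (SD 2.68, adjusted p = 0.570) and did not meet them. Among 31 cytosolic ribosomal protein genes, 14 were lower (14 when adjusted over the list alone) with a median of -0.46 (camera adjusted p = 5.75e-12, and adjusted p = 0.753 with an estimated correlation). NRF2 target genes of oxidative stress had 7 of 38 lower (1 when adjusted over the list alone) and a median of -0.06 (camera adjusted p = 0.0234, and adjusted p = 0.753 with an estimated correlation), and this did not pass without replicate 1, on either slide alone or with both contrasts in one fit. For cholesterol synthesis, 1 of 19 was lower (0 when adjusted over the list alone) with a median of -0.24 (camera adjusted p = 0.0122, and adjusted p = 0.753 with an estimated correlation), which did not pass without replicate 3, on either slide alone or with both contrasts in one fit. Actin cytoskeleton and SRF target genes had 2 of 22 higher (0 when adjusted over the list alone) and a median of 0.39 (camera adjusted p = 0.0234, and adjusted p = 0.753 with an estimated correlation), which did not pass without replicate 3, at 0.09, on the slide with plateau in Cy5 or with both contrasts in one fit. Stromal and fibroblast markers had 1 of 18 higher (0 when adjusted over the list alone) and a median of 0.94 (camera adjusted p = 0.0244, and adjusted p = 0.753 with an estimated correlation), with replicate 3 at 3.05 and the others between -0.19 and 0.28. Without replicate 3, the medians of the cholesterol, actin and stromal lists were -0.13, 0.09 and 0.13 and none of these lists passed. Genes of extracellular matrix and adhesion (4 higher and 3 lower of 30, 0 when adjusted over the list alone, median 0.38, adjusted p = 0.205) did not pass. The actin list holds XIRP1 and ANKRD1, and the matrix list ANKRD1 and LOXL4. The gene table of the paper gives these at 9.84-fold, 8.79-fold and 8.71-fold, and it had been seen when the lists were written. Both lists are therefore not independent of that table. Of 34 lists 7 passed, 4 higher and 3 lower, among them the actin list and the qRT-PCR panel, which are not independent evidence.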

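DLGAP5, which stabilises spindle microtubules, had a log2 ratio of -2.33 (SD 0.52, n = 4 replicates, limma adjusted p = 0.0616) in plateau relative to growing cells, and BUB1B, a kinase of the spindle checkpoint, -1.83 (SD 0.50, adjusted p = 0.0681). RFC2, which loads the sliding clamp on DNA, was at -2.51 (SD 0.78, adjusted p = 0.0711), and POLE2, a subunit of a replicative DNA polymerase, at -1.67 (SD 0.37, adjusted p = 0.0616). All 4 replicates of these genes were below 0, with replicate 2 closest to it. Of 47 genes of mitosis and chromosome segregation, 37 were lower and 0 higher at the criteria of the paper, 40 were lower when adjusted over the list alone, and the median log2 ratio was -1.56 (camera adjusted p = 2.12e-20, and adjusted p = 0.696 with an estimated correlation). The replicate medians of this list were -2.19, -0.67, -1.89 and -1.21. Of 47 genes of DNA replication and S phase, 18 were lower and 0 higher, 16 were lower when adjusted over the list alone, and the median was -0.40 (camera adjusted p = 1.95e-08, and adjusted p = 0.696 with an estimated correlation). The follicles had been chosen by flow cytometry, growing ones for many cells in S and G2 and plateau ones for many in G0/G1. Lower levels of these genes in plateau cells thus follow the selection and are not independent evidence. The paper states that this contrast corresponds to a reduction of cell division as the support by FSH decreases.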

G1 Phase, cell division process of chromosomes and ploidy showed increasing trend, although not statistically significant. 

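CASP6, an executioner caspase, was higher in plateau than in growing cells, with a log2 ratio of 0.98 (SD 0.30, n = 4 replicates, limma adjusted p = 0.0748). BID, which carries the death receptor signal to mitochondria, was lower, at -1.20 (SD 0.28, adjusted p = 0.0627). Of 32 apoptosis effectors and death receptors, 2 were higher and 2 lower at the criteria of the paper (1 and 2 when adjusted over the list alone). Their median log2 ratio was 0.01 and their mean -0.12, and camera ranked the list as lower (adjusted p = 0.894). Of 12 anti-apoptotic genes, 1 was lower (0 when adjusted over the list alone), with a median of 0.07 and a mean of -0.04, ranked as higher (adjusted p = 0.449).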

Five cell death annotations had significant overlap with the P vs. G dataset, with cell death, cell survival, colony survival of cells and cell viability of tumor cell lines having a decreasing trend and Apoptosis showing an increasing trend, albeit none of them were statistically significant (Figure 4B). For the A vs. P contrast, five cell cycle level 2 annotations had a significant overlap; all showing an increasing trend, with cell cycle progression predicted to be significant (Figure 4C). 

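MCM2, a subunit of the replicative helicase, had a log2 ratio of -0.89 (SD 0.70, n = 4 replicates, limma adjusted p = 0.488) in atretic relative to plateau cells, and it left the criteria of the paper without replicate 3, at -0.75, or replicate 4, at -0.65, with its probes averaged, at -0.31, and with the raw mean intensity, at -0.70. Of 47 genes of DNA replication and S phase, 5 were higher and 1 lower at the criteria (0 when adjusted over the list alone), with a median log2 ratio of 0.07 (camera adjusted p = 0.363). The 47 genes of mitosis and chromosome segregation had 0 at the criteria (0 when adjusted over the list alone) and a median of 0.13 (adjusted p = 0.362). Their replicate medians were 0.56, -0.92, 1.32 and -0.20, and without replicate 2 the median was 0.52 and the list passed the camera test.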

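MCL1, an inhibitor of apoptosis with a short half-life, had a log2 ratio of 1.28 (SD 1.06, n = 4 replicates, limma adjusted p = 0.494) in atretic relative to plateau cells, and it left the criteria of the paper without replicate 2, at 1.00, or replicate 3, at 0.94, and with its probes averaged, at 0.60. PEA15, which binds death effector domains, was at 0.80 (SD 0.49, adjusted p = 0.439) and left them with both contrasts in one fit or follicles unpaired. ENDOG, a nuclease of mitochondria, was lower at -0.98 (SD 0.40, adjusted p = 0.390). Of 32 apoptosis effectors and death receptors, 3 were higher and 1 lower at the criteria (2 and 1 when adjusted over the list alone), with a median log2 ratio of 0.12 (camera adjusted p = 0.205). The 3 higher genes were DAB2, DSG2 and TNFRSF21, which the paper reports as higher in atretic cells on these arrays. The list was written when the gene tables of the paper had been seen, so that this count is not independent evidence. Of 12 anti-apoptotic genes, 2 were higher (0 when adjusted over the list alone), and their median was -0.02, their mean 0.13 and the direction of the test higher (adjusted p = 0.631).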

Six cell death annotation had a significant overlap with the A vs. P modulated genes, with cell death, apoptosis, necrosis and cell survival predicted to have an increasing trend and cell viability and anoikis predicted to be decreasing (Figure 4D). None of the A vs. P cell death annotations was statistically significant suggesting continuity between the plateau and early atretic phases.

**Figure 4:**
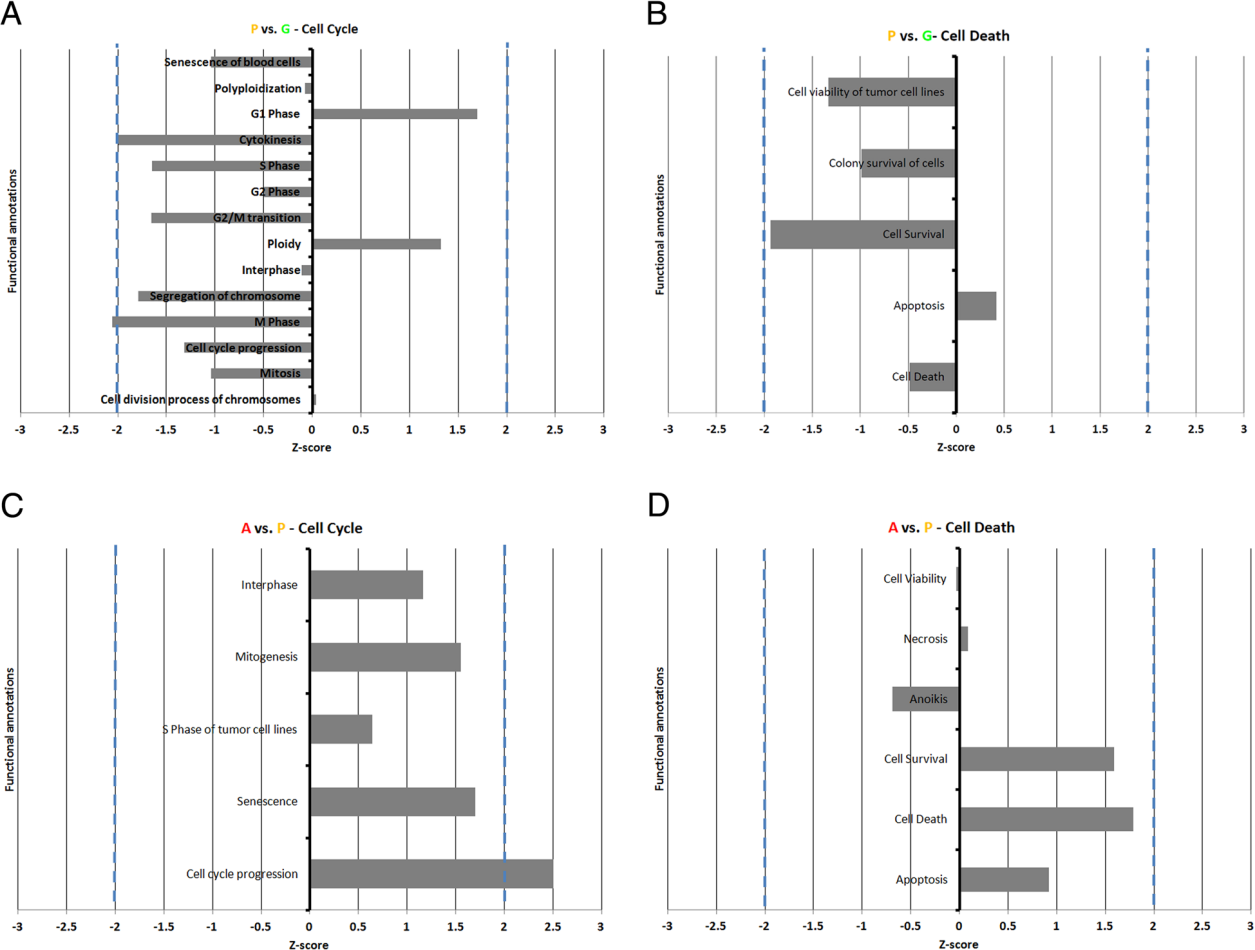
**Graphical representations of functional annotations.** The Cell Cycle **(A, C)** and Cell Death **(B, D)** functional annotations for P (plateau phase) vs. G (growing phase) and A (atretic phase) vs. P (plateau phase) are respectively presented. Dashed blue lines indicate the z-score threshold for statistical significance (-2.00 and +2.00). All annotations were above the –log(p-value) threshold indicating statistically significant overlap between genes from the study’s dataset and genes associated to the annotation in the IPA database (-log(0.05) = 1.3).

To elucidate the presence of cell cycle progression function in the activated functions of A follicles relative to P, we analyzed the overlap of the 49 genes whose modulation indicated that cell cycle progression was activated (Figure 4C) with the genes whose modulation indicated that cell movement, cell differentiation (Additional file 4) and cell death (Figure 4D), respectively, were activated. We observed that 13 of the 49 genes involved were exclusive to the growth pattern while 36 were associated to the three other functions, including 26 genes whose modulation indicated that both cell death and cell cycle progression were increased.

As far as transcription factors are concerned, the most significant shift has been observed between growth and plateau. The growth arrest and DNA-damage-inducible, alpha (*GADD45A*) was linked to 9 of the transcription factors predicted to be activated by IPA according to the modulation of gene expression between those two phases, the highest number of connections than any other genes in the dataset (results not shown). 

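GADD45A, which halts the cell cycle after DNA damage, had a log2 ratio of 3.73 (SD 2.24, n = 4 replicates, limma adjusted p = 0.146) in plateau relative to growing cells, with replicates at 6.46, 0.98, 3.88 and 3.61. CCNG2, a cyclin of cells that leave the cycle, was at 1.71 (SD 1.09, adjusted p = 0.161) and left the criteria of the paper without replicate 3, at 1.57. PIK3IP1, an inhibitor of the PI3 kinase, was at 2.10 (SD 0.67, adjusted p = 0.0729), and the DNA repair gene XPC at 0.84 (SD 0.29, adjusted p = 0.0824), below the fold of the criteria at 0.43 when its probes were averaged and at 0.50 on the slide with plateau in Cy3. Of 18 FOXO target genes, 10 were higher and 0 lower at the criteria (13 and 1 when adjusted over the list alone), and the median log2 ratio was 0.98 (camera adjusted p = 1.51e-07, and adjusted p = 0.696 with an estimated correlation). In atretic relative to plateau cells, FOXO targets had 2 of 18 lower (1 when adjusted over the list alone) and a median of -0.32 (adjusted p = 0.0780), and they passed as lower without replicate 1, at -0.37, or replicate 2, at -0.41, with the mean of all probes, at -0.28, and with the 8 arrays as replicates, with or without a dye term and replicate block.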

Along with the functional annotations analysis, this represents a second observation supporting a form of continuum between the plateau phase and atresia in contrast to the growing phase.

To further illustrate the components involved when the growth becomes reduce, we have generated 2 network of upstream regulators (Figures 5 and 6) in which the impact of *PTEN* and *TP53* are described.

**Figure 5:**
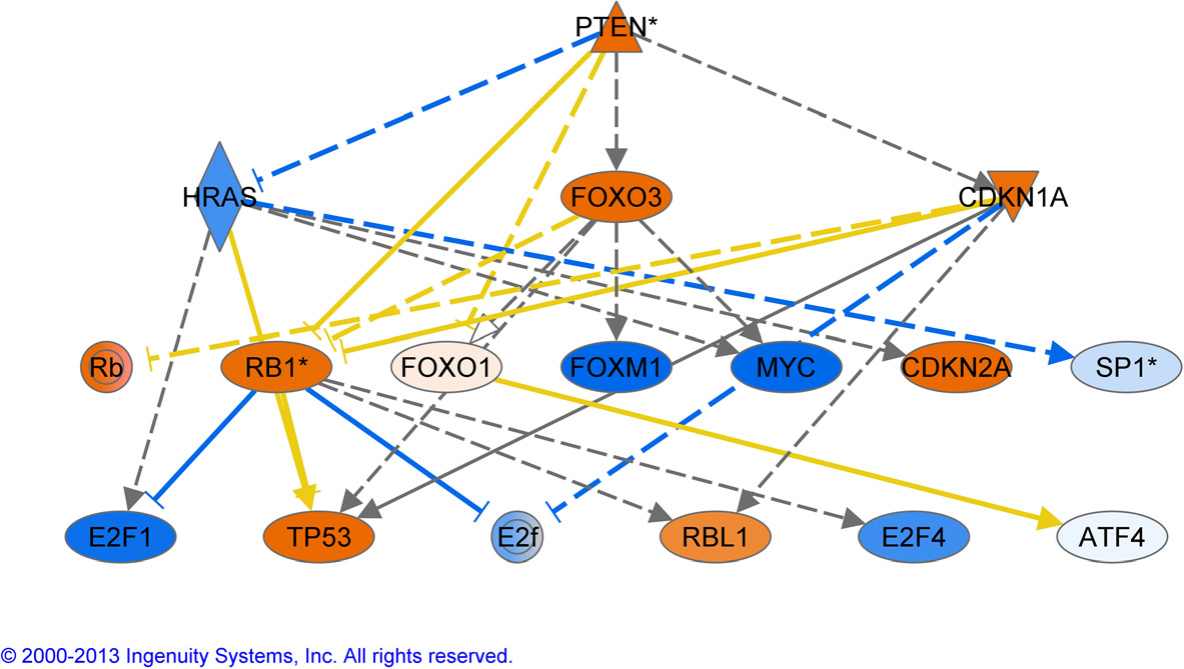
**Upstream regulator analysis in the contrast G vs P.** The regulators in orange are activated and in blue are considered as inhibited. This analysis is based on the genes that are downstream of the regulators and generates P values that were highly significant for the top regulator *PTEN. PTEN*, Phosphatase and tensin homolog ; *HRAS*, V-Ha-ras Harvey rat sarcoma viral oncogene homolog; *FOXO3*, Forkhead box O3; *CDKN1A*, Cyclin-dependent kinase inhibitor 1A; *RB1*, Retinoblastoma 1; *FOXO1*, Forkhead box O1; *FOXM1*, Forkhead box M1; *MYC*, V-myc myelocytomatosis viral oncogene homolog; *CDKN2A*, Cyclin-dependent kinase inhibitor; *SP1*, Sp1 transcription factor; *E2F1-4*, E2F transcription factor 1–4; *TP53*, Tumor protein p53; *RBL1*, Retinoblastoma-like 1 (p107); *ATF4*, Activating transcription factor 4.

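FOXO1, a transcription factor held back by insulin signalling, had a log2 ratio of 0.28 (SD 1.06, n = 4 replicates, limma adjusted p = 0.806) in plateau relative to growing cells, with replicate 1 at 1.82. The related factor FOXO3 was at 0.02 (SD 0.27, adjusted p = 0.967), and CDKN1A, an inhibitor of cyclin-dependent kinases, at -0.09 (SD 0.18, adjusted p = 0.700). Of 16 measured regulators drawn in Figures 5 and 6, 1 was lower at the criteria of the paper (1 when adjusted over the list alone) and the median was -0.02 (camera adjusted p = 0.874). In atretic relative to plateau cells, 1 of the 16 was lower (0 when adjusted over the list alone), the transcription factor YY1 at -0.60 (SD 0.52, adjusted p = 0.523), and the list had a median of 0.00291, a mean of -0.00365 and a test direction of higher (adjusted p = 0.983). YY1 met the criteria without replicate 1, and left them without replicate 2 (-0.60), replicate 3 (-0.46) or replicate 4 (-0.48), with its probes averaged (-0.41), on the slide with plateau in Cy5 (-0.35) and with the raw mean intensity (-0.52). Of the genes the paper names, 13 that are not given singly for P vs. G lay between -0.55 and 0.56, all short of the fold of the criteria. For A vs. P, 20 lay between -0.79 and 0.48, and how many of them met the criteria was not counted. The study chose the regulators on these samples, so that the counts adjusted over their list are not independent evidence.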

**Figure 6:**
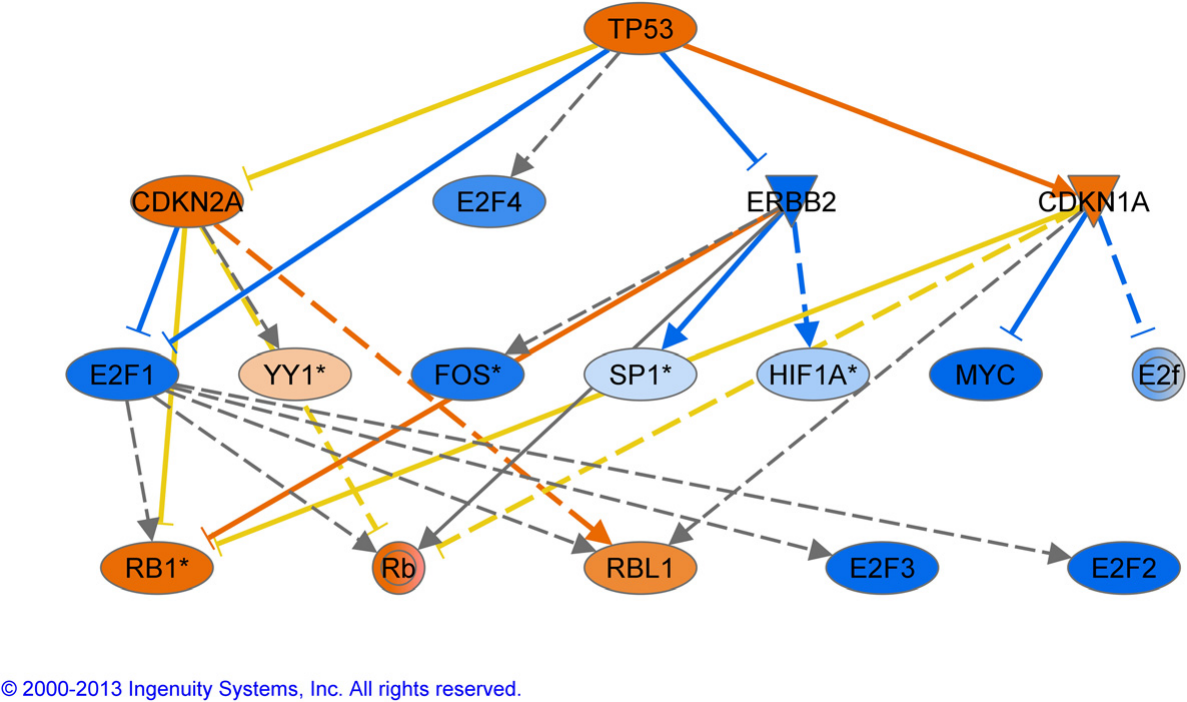
**Upstream regulator analysis in the contrast G vs P.** The regulators in orange are activated and in blue are considered as inhibited. This analysis is based on the genes that are downstream of the regulators and generates P values that were highly significant for the top regulator *TP53. TP53*, Tumor protein p53; *CDKN2A*, Cyclin-dependent kinase inhibitor; *E2F1-2-3-4*, E2F transcription factor 1-2-3-4; *CDKN1A*, Cyclin-dependent kinase inhibitor 1A; *YY1*, YY1 transcription factor; *FOS*, FBJ murine osteosarcoma viral oncogene homolog; *SP1*, Sp1 transcription factor; *HIF1A*, Hypoxia inducible factor 1, alpha subunit (basic helix-loop-helix transcription factor); *MYC*, V-myc myelocytomatosis viral oncogene homolog; *RB1*, Retinoblastoma 1; *RBL1*, Retinoblastoma-like 1 (p107).

### Real-time PCR

A total of 23 genes were selected for quantification by qRT-PCR: *BAX, BCL2, CCNB1, CCND2, CCT2, CKS1B, CYP11A1, CYP19A1, DAB2, DSG2, FAS, FOSL1, GADD45A, HSD3B1, ID3, OLR1, PCNA, SOD2, STK17A, TGM2, TNFRSF21, TP53* and *XIRP1* (see Additional file 3 for gene information). 

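SOD2, the superoxide dismutase of mitochondria, was higher in plateau than in growing cells, with a log2 ratio of 1.41 (SD 1.04, n = 4 replicates, limma adjusted p = 0.202), and left the criteria of the paper without replicate 1, at 1.16, or replicate 3, at 1.07. In atretic relative to plateau cells it was at 0.06 (SD 1.35, adjusted p = 0.979). CYP11A1, which cleaves the side chain of cholesterol, was at -2.95 (SD 1.57, adjusted p = 0.121) in P vs. G and at 0.12 (SD 0.83, adjusted p = 0.923) in A vs. P. CYP19A1, the aromatase, was at -1.81 (SD 2.33, adjusted p = 0.424) and -0.47 (SD 0.83, adjusted p = 0.692) and met the criteria in neither contrast. ID3, an inhibitor of DNA binding, was at -0.85 (SD 1.05, adjusted p = 0.410) and 1.04 (SD 1.14, adjusted p = 0.562), with the criteria met without replicate 2 in P vs. G (-1.27) and without replicate 1 in A vs. P (1.59). TNFRSF21, a death receptor, was at -0.08 (SD 0.42, adjusted p = 0.866) in P vs. G and at 1.16 (SD 1.12, adjusted p = 0.531) in A vs. P, where it exceeded background in 1 of 8 plateau channels and left the criteria without replicate 2, at 1.00, or replicate 3, at 0.71, and in 7 other alternatives. BAX, BCL2 and FAS, which act in apoptosis, had log2 ratios of 0.16, -0.14 and 0.09 in P vs. G (adjusted p = 0.462, 0.50 and 0.824) and of 0.08, 0.44 and -0.14 in A vs. P (adjusted p = 0.858, 0.475 and 0.911). Of 22 genes of the qRT-PCR panel, 6 were lower and 2 higher in P vs. G (4 and 1 when adjusted over the list alone), with a median of -0.89 (camera adjusted p = 0.0181, and adjusted p = 0.696 with an estimated correlation), which was -0.16 and did not pass without replicate 4, nor on the slide with plateau in Cy5, at -0.90. Atretic relative to plateau cells had 4 higher (2 when adjusted over the list alone), with a median of 0.62 (camera adjusted p = 0.00465, and adjusted p = 0.753 with an estimated correlation), which was 0.52 and did not pass without replicate 3, nor on the slide with plateau in Cy5, at 0.56. The paper used the panel to check these arrays and does not say by what rule it was chosen, so that its counts are not taken as independent evidence.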

The expression pattern of 11 genes: *BAX, BCL2, CKS1B, CYP11A1, CYP19A1, FAS, ID3, SOD2, TNFRSF21, TP53* and *XIRP1* were in accordance with microarray contrasts, whereby significant (P < 0.05) or non-significant (P > 0.05) differences measured on the microarray by comparing the 4 P samples against G or A respectively, were also found in the qRT-PCR results using the 4 hybridized and 2 or 3 additional samples. 

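CCNB1, the cyclin that drives entry into mitosis, had a log2 ratio of -3.27 (SD 1.60, n = 4 replicates, limma adjusted p = 0.106) in plateau relative to growing cells and of 0.23 (SD 2.12, adjusted p = 0.943) in atretic relative to plateau cells, where replicates 1 and 3 were at 1.86 and 1.98 and replicates 2 and 4 at -2.46 and -0.46. FOSL1, a subunit of the transcription factor AP-1, was at -0.56 (SD 1.76, adjusted p = 0.764) in P vs. G and at 1.66 (SD 2.08, adjusted p = 0.597) in A vs. P. It exceeded background in 5 of 8 atretic and 5 of 8 plateau channels, and it met the criteria of the paper in A vs. P without replicate 1, at 2.49.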

For 4 genes: *CCNB1, FOSL1, HSD3B1* and *OLR1*, significant differences measured by microarray, were not significant according to qRT-PCR. 

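CCND2, a cyclin of the G1 phase that responds to gonadotrophins in granulosa cells, had a log2 ratio of -2.21 (SD 1.66, n = 4 replicates, limma adjusted p = 0.204) in plateau relative to growing cells and left the criteria of the paper without replicate 3, at -2.07. In atretic relative to plateau cells it was at -1.34 (SD 1.51, adjusted p = 0.567), with replicate 2 at -3.58, and without that replicate it met the criteria at -0.60. PCNA, the sliding clamp of DNA polymerases, was at -2.01 (SD 0.52, adjusted p = 0.0627) in P vs. G and at 0.78 (SD 0.53, adjusted p = 0.464) in A vs. P, where it left the criteria without replicate 2, at 0.63, and with its probes averaged, at 0.47.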

For 1 gene: *CCND2*, the pattern of lower mRNA expression in GC of more atretic follicles was also observed in qRT-PCR measurements, however it was observed in P vs. G only rather than in both P vs. G and A vs. P. The same was true for another gene: *PCNA*, whereby lower mRNA in P relative to G was confirmed by qRT-PCR, however it was the pattern higher mRNA levels in A relative to P that was not confirmed. 

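DSG2, a cadherin of desmosomes, was higher in atretic than in plateau cells, with a log2 ratio of 0.98 (SD 0.25, n = 4 replicates, limma adjusted p = 0.390), and was at -0.52 (SD 0.59, adjusted p = 0.372) in plateau relative to growing cells. With the mean of all its probes it was at 0.66 in A vs. P and left the criteria of the paper. DAB2, an adaptor of endocytosis, was at 1.19 (SD 0.49, adjusted p = 0.390) in A vs. P, where it left them with both contrasts in one fit, and at 0.22 (SD 2.46, adjusted p = 0.943) in P vs. G, where its replicates ranged from -2.73 to 2.81. STK17A, a kinase linked to cell death, was at 1.44 (SD 1.63, adjusted p = 0.569) in A vs. P and at -1.08 (SD 1.92, adjusted p = 0.565) in P vs. G. It met the criteria of the paper in A vs. P without replicate 1, at 1.92, or replicate 4, at 1.89. TGM2, which crosslinks proteins, was at 0.99 (SD 1.30, adjusted p = 0.609) and -0.94 (SD 1.11, adjusted p = 0.383), and met the criteria without replicate 4 in A vs. P (1.47) and without replicate 2 in P vs. G (-1.47). CCT2, a chaperonin subunit, was at 0.68 (SD 0.75, adjusted p = 0.570) and -0.39 (SD 0.44, adjusted p = 0.387), and met them in A vs. P without replicate 4, at 0.97. GADD45A was at -0.32 (SD 1.68, adjusted p = 0.894) in A vs. P, with replicate 2 at 2.16, and without that replicate it met them as lower, at -1.14.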

For 6 genes: *CCT2, DAB2, DSG2, GADD45A, STK17A* and *TGM2*, the pattern of higher mRNA expression in GC of more atretic follicles was also observed in qRT-PCR measurements, however it was either observed in P vs. G rather than in A vs. P and/or a significant difference was observed in A vs. G. See Figure 7 for bar graphs of relative gene expression.

**Figure 7:**
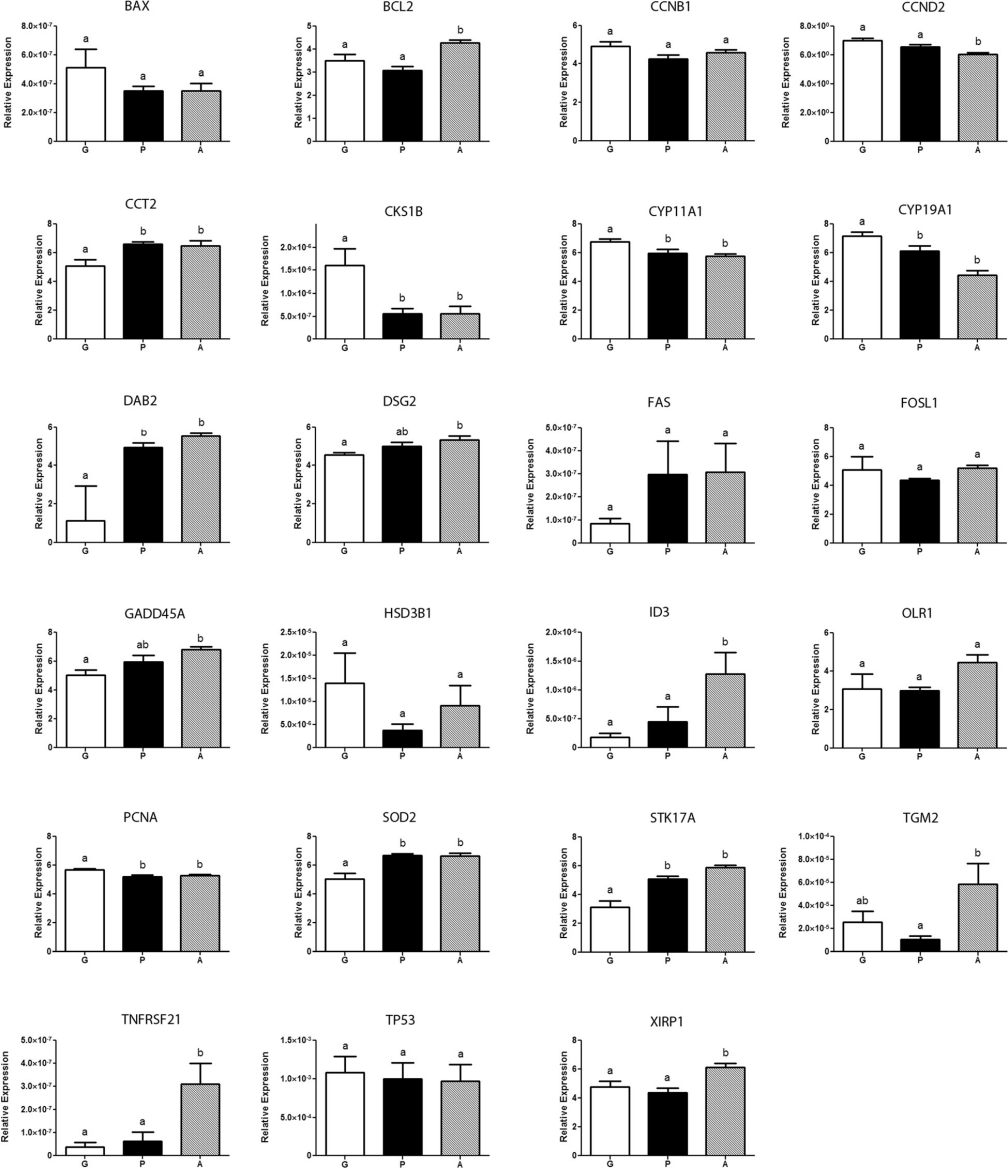
**Graphs of gene expression profiles.** 23 genes were measured by qRT-PCR in the growing (G) (white box), plateau (P) (black box) and atretic (A) (dashed box) phases (n = 7, 6 and 7 follicles). Different letters above bars correspond to significantly different expression levels (P < 0.05). Error bars represent the standard error of the mean (SEM). *BAX*, BCL2-associated X protein; *BCL2*, B-cell CLL/lymphoma 2; *CCNB1*, Cyclin B1; *CCND2*, Cyclin D2; *CCT2*, Chaperonin containing TCP1, subunit 2 (beta); *CKS1B*, CDC28 protein kinase regulatory subunit 1B; *CYP11A1*, Cytochrome P450, family 11, subfamily A, polypeptide 1; *CYP19A1*, Cytochrome P450, family 19, subfamily A, polypeptide 1; *DAB2*, Disabled-2 DSG2 Desmoglein-2; *FAS*, Fas (TNF receptor superfamily, member 6); *FOSL1*, FOS-like antigen 1; *GADD45A*, Growth arrest and DNA-damage-inducible, alpha; *HSD3B1*, Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1; *ID3*, Inhibitor of DNA binding 3, dominant negative helix-loop-helix protein; *OLR1*, Low density lipoprotein (lectin-like) receptor 1; *PCNA*, Proliferating cell nuclear antigen; *SOD2*, superoxide dismutase 2, mitochondrial; *STK17A*, serine/threonine kinase 17a; *TGM2*, Transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase); *TNFRSF21*, Tumor necrosis factor receptor superfamily, member 21; *TP53*, Tumor protein p53; *XIRP1*, Xin actin-binding repeat containing 1.

For *BCL2, CCNB1, CCND2, CCT2, CYP11A1, CYP19A1, DSG2, FOSL1, GADD45A, OLR1, PCNA, STK17A* and *XIRP1*, the Bartlett test for equal variance applied to raw data was significant (P < 0.001), therefore transformation by the formula Y = Log (Y*1e12) was performed and improved variance homogeneity so that the same test applied to the transformed data was non-significant (P < 0.05).

## Discussion

This is the first study evaluating the transcriptomic profiles of the growing, plateau and atretic folliculogenesis phases in large mammals. It is clear that the value of this transcriptomic data relied heavily on the ability to separate the follicles in their respective phase using flow cytometry. Although it has been shown that flow cytometry is a valid method for evaluating follicular atresia [14] and distinguishing healthy follicle from atretic ones [16] it has not been used to distinguish an intermediate growth phase for further molecular analysis. Unlike previous methods [14,16] which only took the proportion of apoptotic cells under consideration, in the current study all cell cycle phases (G1, G0/G1, S, G2) were utilized to distinguish the 3 important physiological statuses: growing, plateau and atretic. The BGA analysis indicated that cytometry was indeed able to categorize the follicle samples in three distinct groups based on transcriptomic expression of all probes on the microarray. The intermediate position of the plateau phase is supporting the assumption that the process is progressive but the different group are not on the same axe/line indicating a non-linear process. Such feature is suggesting a shift in gene expression with some being shut off and other activated.

As mentioned before, the growth phase in the bovine follicles can be distinguished in three segments; the FSH-independent growth until a follicular diameter of 2-3 mm is reached, the FSH dependant growth from 3-9 mm and the LH dependant phase from 9 mm to ovulation. Since the GC samples in this study originate from the 6-9 mm range, they can either represent follicles that are still growing, in a plateau phase (reduced FSH support) or in the atresia process (insufficient FSH) excluding dominant follicles which are larger than 8.5 mm. The first contrast analysed, P vs. G, corresponds to the reduction of cell division that is associated with decreasing FSH support [24]. In this comparison, follicles with a high proportion of mitotic granulosa cells were compared to follicles with roughly equal proportion of mitotic granulosa and apoptotic granulosa, corresponding to a turning point in follicular growth. The shift from growth to atresia is not only gradual it remains reversible for up to one day (if the dominant is ablated) indicating there is a transition period [25]. The upstream analysis further supports the inhibition of growth by the down-regulation of *MYC*, *FOS* and *E2F1-2-3* in response to *P-53* and *CDKN1A*. This later gene has been recently associated with estrogen inactive dominant follicles [26]. 

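E2F1, which turns on genes of S phase, was lower in plateau than in growing cells, with a log2 ratio of -0.78 (SD 0.22, n = 4 replicates, limma adjusted p = 0.0748) and all 4 replicates below 0. The related factors E2F2 and E2F3 were at -0.17 (SD 0.08, adjusted p = 0.284) and -0.15 (SD 0.17, adjusted p = 0.470), below the fold of the criteria, and E2F2 exceeded background in 3 of 8 plateau and 6 of 8 growing channels. MYC, a transcription factor of cell growth, was at 1.66 (SD 2.39, adjusted p = 0.471), with replicates at 4.59, -1.01, 2.38 and 0.70, and it met the criteria of the paper as higher without replicate 2, at 2.56. FOS, an immediate early gene, was at 1.36 (SD 2.17, adjusted p = 0.515), with replicates at 4.35, -0.60, 1.46 and 0.24. Of 21 immediate early and heat shock genes, 0 met the criteria (1 higher when adjusted over the list alone), and the median was 0.05 (camera adjusted p = 0.580). Without replicate 4 the list passed at 0.45.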

Using IPA, an analysis of FSH-responsive genes was performed in order to confirm that the growing follicles selected by cytometry had an expression pattern corresponding to gonadotrophin-stimulated growth. Transcripts for genes related to steroidogenesis: Cytochrome P450, subfamily XIX (*CYP19A1*, aromatase) was significantly lower in P relative to G and in A relative to P, and Cytochrome P450, family 11, subfamily A, polypeptide 1 (*CYP11A1*), was significantly lower in P relative to G. Both showed a significant decreasing linear trend from G to A. These two genes were found to be up-regulated in cultured granulosa cells when stimulated with FSH [27], demonstrating that the change in expression profile observed between growing and plateau follicles, at least for *CYP11A1* and *CYP19A1*, could be associated with FSH deprivation. 

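HSD3B1, which makes progesterone from pregnenolone, had a log2 ratio of -2.21 (SD 1.99, n = 4 replicates, limma adjusted p = 0.265) in plateau relative to growing cells, with replicates at -3.32, 0.41, -1.82 and -4.11. It met the criteria of the paper, and left them without replicate 1 (-1.84), replicate 3 (-2.34) or replicate 4 (-1.58). In atretic relative to plateau cells HSD3B1 was at 0.56 (SD 1.10, adjusted p = 0.712). Of 11 steroidogenic genes, 3 were lower at the criteria in P vs. G (0 when adjusted over the list alone), with a median of -0.64 (camera adjusted p = 0.0424, and adjusted p = 0.696 with an estimated correlation), which passed in 14 of 20 alternatives with the preset correlation and did not pass without replicate 1, at -0.62, or replicate 3, at -0.43, with dim probes left out, on the slide with plateau in Cy5, with the raw mean intensity or without the arrays of high background. At the next step, A vs. P, 1 of them was higher (0 when adjusted over the list alone), with a median of 0.12 (adjusted p = 0.538). Genes of granulosa identity and gonadotrophin response had 2 of 18 lower in P vs. G (1 when adjusted over the list alone) with a median of -0.47 (adjusted p = 0.256), and 1 higher and 1 lower in A vs. P (0 and 1 when adjusted over the list alone) with a median of -0.28 (adjusted p = 0.0780). These passed as lower without replicate 4 in P vs. G (-0.84) and without replicate 1 in A vs. P (-0.62), where they also passed with the 8 arrays as replicates, with follicles unpaired and with the raw mean intensity.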

Mani et al., 2010 [28] found *CYP11A1*, *CYP19A1*, but also hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1 (*HSD3B1*) to be up-regulated in cultured bovine GC receiving IGF1, another factor driving GC proliferation and differentiation, however the significantly lower *HSD3B1* mRNA levels in P relative to G according to microarray, were not consistent with qRT-PCR results. This suggests that the role of *HSD3B1* in granulosa may only come later in folliculogenesis, namely in the formation of the corpus luteum and the production of progesterone [29]. In addition, *HSD3B1* gene expression up-regulation could indeed be induced by FSH alone in rat granulosa [30], but not in bovine [28,31]. The aromatase cytochrome P450 enzyme, encoded by the *CYP19A1* gene is the final rate-limiting step in the synthesis of estrogens from androgens in granulosa cells. In gonadotrophin-responsive follicle, FSH enhances expression of aromatase which consequently enhances estradiol production from granulosa cells which is associated to the expression of survival genes, inhibition of apoptosis genes and promotion of follicular growth [32]. Using in situ hybridization in a recruited cohort ≥4 mm, it was observed that *CYP19A1* mRNA was significantly lower in atretic follicles compared to healthy follicles [33]. *CYP19A1* is the only gene in this study showing an expression pattern significantly different between each phase, which confirms it as an accurate marker, closely correlated to follicular health.

Some well-established granulosa cell proliferation markers also showed the expected pattern of expression across the three follicular stages, providing additional support to the precise categorization by cytometry. In mice ovaries, Cyclin D2 (*CCND2*) mRNA is expressed in proliferating granulosa, as determined by proliferating cell nuclear antigen (*PCNA*) co-localization [34], a marker for GC proliferation [35]. The mRNA and protein levels for both genes are increased in response to FSH [34,36]. This is in accordance with the current study, as *CCND2* transcript levels were found to be significantly lower in A follicles relative to G and P follicles, while *PCNA* was more highly expressed in G follicles relative to both P and A follicles. In addition, both genes showed significant decreasing trends in their expression levels when comparing each successive phase. These result suggest that although both these genes are indeed good indicators of GC proliferation, higher *PCNA* expression is characteristic of actively growing follicles, while *CCND2* expression will only go down significantly in GC once the follicle has entered advanced atresia.

Focusing on the cell cycle category, it is clear as illustrated by the 21 annotations for which there was a significant association with genes in the G vs. P dataset that it is a focal point of change in GC as the follicle enters the plateau phase. There is a clear trend towards the down-regulation of later phases of the cell cycle such as S-, G2- and M-phase, as well as cytokinesis, while the resting G1 phase is showing an increasing trend. Looking at the contrasting cell death category of functions, there is a considerably smaller overlap with the genes in the P vs. G dataset, as only 5 categories had a significant association. This indicates that the plateau phase of follicular growth, at the GC level, takes place through a negative modulation of the cell cycle machinery, more so than by the immediate activation of apoptotic or cell death pathways. This is represented in the functional analysis only by a slight positive trend of apoptosis and the broad cell death annotation not yet trending positively. The down regulation of cell survival annotations is also interesting to note as FSH mostly supports growth and proliferation by promoting downstream survival signals such as insulin like growth factors (IGF), depending on the growth stage [37]. Without those signals GC inevitably undergo apoptosis.

Among the genes contributing to the prediction that the proliferation of cells function was decreased in P vs. G, was *CKS1* and 2CDC28 protein kinase regulatory subunit 1B (*CKS1B*; also known as *CKS1*). 

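CKS1B, which binds cyclin-dependent kinases, had a log2 ratio of -1.42 (SD 0.57, n = 4 replicates, limma adjusted p = 0.0864) in plateau relative to growing cells, with replicates at -1.92, -0.81, -1.91 and -1.06. It met the criteria of the paper. In atretic relative to plateau cells CKS1B was at 0.24 (SD 0.78, adjusted p = 0.822), with replicates from -0.61 to 1.26.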

A study investigating the role of *CKS1B* using siRNA, showed that depleting *CKS1B* in mouse embryonic fibroblasts (MEF) cells resulted in the cessation of cell proliferation [38]. *CKS1B* mRNA was significantly lower in the GC of P and A follicles relative to G follicles and there was a significant decreasing trend from G to A. Its depletion could therefore be an early indicator of GC proliferation slowing in P follicles and it remains low in A follicles where GC proliferation has stopped entirely.

As discussed previously, while the growing phase of 6-9 mm follicles is characterized by ample FSH support and their plateau phase results from a reduced supply of FSH, the atretic phase, however, is the beginning of the irreversible follicle demise which is characterised by the up regulation of specific genes. One of the genes being upregulated is *ID3. ID3* is more expressed in A relative to P and relative to G, and also showed a significant increasing trend from G to A. In mural granulosa cultured *in vitro* with FSH and/or COC, *ID3*, expression was decreased by FSH but increased by COC [39]. *ID3* acts as a dominant negative of basic helix loop helix (bHLH) transcription factor, therefore FSH and COC may regulate granulosa cell function by tuning activity of bHLH factors through *ID3*. This indicates that follicles categorized as atretic likely came from an environment low in FSH, allowing for higher expression of *ID3*, compared to follicles with high or higher FSH levels such as G and P respectively, where *ID3* expression was inhibited.

Tissue transglutaminase (*TGM2*; transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)) mRNA, which is significantly up regulated in A relative to P was shown to be expressed at different levels for varying degrees of atresia in mice follicles, characterized by hematoxylin-eosin and TUNEL, suggesting it is a good indicator of the degree of follicular atresia [40]. *TGM2* is expressed in all organs and is the most ubiquitous of all the transglutaminases [41]. It has also been well documented in other tissues that *TGM2* mRNA coincides with apoptosis *in vivo*, such as the liver [42]. *TGM2* is believed to sensitize cells to apoptosis by hyperpolarizing mitochondria, an event which precedes the loss of transmembrane potential, a decrease in *GSH* levels and consequently an increase in the production of reactive oxygen species (ROS) [43]. The indication that *TGM2* transcript levels increase with the degree of atresia makes it an interesting marker for the A vs. P contrast, as both follicle type will contain apoptotic granulosa, albeit at different stages, which can explain why classical granulosa apoptosis markers such as Fas (TNF receptor superfamily, member 6; *FAS*) [44] and BCL2-associated X protein (*BAX*) [45,46] reviewed in [47] are not significantly different in their expression between the two conditions. However, B-cell CLL/lymphoma 2 (*BCL2*), a marker for apoptosis resistance [46,48], was higher in atretic follicle GC than in both P and G follicles which is unexpected [48] but not the first time such results are obtained. Valdez et al., 2005 [49] who worked with dominant follicles collected at different days of the first follicular wave found that although the number of non-viable cells increased from days 4, to days 6 and 8, there was only a significant increase in the ratio *BCL2:BAX* from day 4 to 6, with no significant difference between day 4 and 8. It can therefore be suggested that the translocation of *BAX* from the cytoplasm to the mitochondria and its interaction with *BCL2*[50] takes precedence over expression of those factors in the activation of apoptosis in bovine GC. More studies looking at protein localization will be needed to elucidate this concept. It is important to note that previous studies did not necessarily evaluate the presence of those markers in contexts matching the current study. For example, [44] found *FAS* mRNA levels to be higher in GC of the two largest, atretic subordinates than in the healthy dominant follicle. In small- and medium-sized follicle, although in an *in vitro* culture, it was found that neither *BAX* nor *BCL2* were modulated by FSH or Insulin-like growth factor 1 (*IGF1*) [28]. Since FSH is thought to modulate the dynamics of the different phases in the current study, this corresponds to the steady *BAX* levels between the three growth phases, and indicates that the increase expression of *BCL2* in A is likely driven by some other factor.

Tumor necrosis factor receptor superfamily, member 21 (*TNFRSF21*, also known as death receptor 6*: DR6*), much like other members of the TNFR family, has been shown to induce apoptosis when over expressed. In hen ovaries it was found that both transcript and protein levels were higher in cells of atretic follicles relative to healthy follicles [51]. In the current study, transcript levels were significantly up-regulated in A follicles compared to P, presenting *TNFRS21* as a marker of late follicular atresia in GC. In addition, initial experiments following *TNFRSF21* discovery showed that ectopic expression of this death receptor induced apoptosis in HeLa S3 cervical carcinoma cells [52]. As the *Functions* analysis of IPA shows, the image is not precise when comparing two tissues which are both atretic, but differing in the stage of atresia they have reached. Being among the qRT-PCR-validated genes shown to be significantly higher in A follicle GC relative to P follicle GC, *TNFRSF21* can now suggested as an indicator of advanced follicular atresia.

Desmoglein-2 (*DSG2*) [53] and chaperonin containing TCP1, subunit 2 (beta) (*CCT2*) [54] and disabled-2 (*DAB2*) [55] were significantly up-regulated in A and P relative to G. Although these genes have not been studied in granulosa specifically, it was shown in other cell types that they promote apoptosis since siRNA’s directed against their transcripts lead to a decrease in cell death. *STK17A* has been shown to induce apoptosis in multiple cell lines [56,57]. It seems to act in early atresia as his expression levels were higher in both P and A relative to G. Overexpression of FOS-like antigen 1 (*FOSL1* or fra-1) in cultured cell lines has been shown to increased apoptosis [58].

It is now clear that cell death related genes operate through many different pathways. The regular apoptosis in granulosa cells must occur with minimal inflammation and other processes seem to be activated; such as autophagy. Oxidized low density lipoprotein (lectin-like) receptor 1 (*OLR1*) mRNA expression levels were measured in the current study in order to evaluate the potential action of autophagy in the later stages of atresia, as was previously observed in quail granulosa cells [59]. Up-regulation of *OLR1* expression was associated to non-apoptotic, autophagic cell death, as determined by vacuoles and actin remodelling [60]. 

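OLR1, a receptor for oxidised lipoprotein, had a log2 ratio of 2.22 (SD 3.24, n = 4 replicates, limma adjusted p = 0.634) in atretic relative to plateau cells, with replicates at -0.03, 2.51, 6.69 and -0.31. It exceeded background in 4 of 8 atretic and 1 of 8 plateau channels. In plateau relative to growing cells OLR1 was at -1.49 (SD 3.40, adjusted p = 0.664), with replicate 4 at -6.58 and the others between 0.14 and 0.32.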

*OLR1* expression, although evaluated as significantly higher in A than P follicle GC by microarray data, was not observed to be significantly different between phases by qRT-PCR. However, qRT-PCR results did confirm the significant up-regulation of xin actin-binding repeat containing 1 (*XIRP1*), a gene involved in actin cytoskeleton re-organization [61] and the most up-regulated gene in A compared to P in microarray data, may also indicate that autophagy is more prominent in late atretic follicle than in early atretic follicles. This could correspond to a greater proportion of the granulosa cell population having entered apoptosis and consequently a greater quantity of cellular debris needing to be digested.

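XIRP1 had the highest log2 ratio of all genes in atretic relative to plateau cells, at 3.05 (SD 3.96, n = 4 replicates, limma adjusted p = 0.606), with replicates at -2.08, 6.10, 6.24 and 1.95, and it did not meet the criteria of the paper. With 1 replicate left out in turn, it met them without replicate 1, at 4.76. In plateau relative to growing cells it was at -1.19 (SD 3.43, adjusted p = 0.739), with replicate 4 at -6.24. ATG12 and ATG13, which act in the formation of autophagosomes, were lower in atretic than in plateau cells, at -1.22 (SD 0.89, adjusted p = 0.465) and -0.95 (SD 0.51, adjusted p = 0.407), and ATG12 left the criteria without replicate 2, at -1.00, and ATG13 on the slide with plateau in Cy5, at -0.48. Both were higher in plateau than in growing cells, at 1.18 (SD 0.64, adjusted p = 0.127) and 0.79 (SD 0.36, adjusted p = 0.106), which was 0.50 and left the criteria on that slide. These opposite directions rest on the same plateau follicles and are not independent of each other. Of 37 autophagy genes, 8 were higher at the criteria in P vs. G (6 when adjusted over the list alone), with a median of 0.03 (camera adjusted p = 0.0583), which did not pass here but passed in 11 of 20 alternatives with the preset correlation, among them without replicate 3 (0.06) or replicate 4 (0.11). For A vs. P, 2 were lower (0 when adjusted over the list alone), with a median of -0.03, a mean of 0.08 and a test direction of lower (adjusted p = 0.482). The list holds OLR1 and XIRP1, which the paper sets beside autophagy and reports as higher in atretic cells on these arrays. Their ratios of 2.22 and 3.05 raise the mean.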

Transcript levels for *BCL2, ID3, TGM2, TNFRSF21* and *XIRP1* were all significantly higher in A follicles GC relative to P and G, indicating that they are indicators of late atresia. *CCT2* and *STK17A* were significantly higher in both P and A relative to G, and could therefore be used to differentiate between growing and early-atretic follicles. The same can be proposed for *CKS1B, CYP11A1* and *CYP19A1*, for which the levels seem to decrease significantly when the follicle passes from growing phase to the plateau phase and remain at lower levels throughout atresia, except for *CYP19A1* whose transcription decreases even more. Finally, *DSG2* and *GADD45A* were significantly higher in A follicles compared to G follicles, with P follicles showing an intermediate levels, which resulted in a significant increasing trend from G to A.

The difference in functional activity between the P vs. G contrast and the A vs. P contrast, as predicted by IPA software, is striking. While 21 functional annotations were predicted to be decreased in P relative to G and only were predicted to 4 increased, no functions were predicted to be decreased in A relative to P but no less than 54 were predicted to be increased. This is a strong suggestion that the plateau or static phase really corresponds to a quiescent or resting stage, intermediate between the active, FSH-supported growth phase and the atretic process.

The functions predicted to be increased, in a statistically significant way, in the A follicle GC relative to P follicle GC revolve around tumorigenesis, cell cycle progression and survival of cells as well as apoptosis and cell death, development of various cell types, differentiation of various cell type, homeostasis, proliferation and multiple cell movement related functions. For example, the functional annotation with the highest z-score is cell movement of neutrophils. 

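CXCR1, a receptor for neutrophil attractants, had a log2 ratio of 0.24 (SD 0.20, n = 4 replicates, limma adjusted p = 0.589) in atretic relative to plateau cells, and exceeded background in 3 of 8 atretic and 4 of 8 plateau channels. CATHL2, an antimicrobial peptide of granulocytes, was at 0.29 (SD 0.08, adjusted p = 0.478), with 5 of 8 atretic and 2 of 8 plateau channels above background. CCL2, which attracts monocytes, was above background in 4 of 8 atretic and 0 of 8 plateau channels, so that only a bound of at least 1.21-fold higher in atretic cells can be given (adjusted p = 0.667). Of 16 neutrophil and granulocyte markers, 0 met the criteria of the paper (0 when adjusted over the list alone), with a median of 0.08 (camera adjusted p = 0.0780), and of 25 attractants of neutrophils and other leukocytes 0 met them (0 when adjusted over the list alone), with a median of 0.09 (adjusted p = 0.300). In plateau relative to growing cells the medians of these lists were 0.03 and -0.03 (adjusted p = 0.563 and 0.882), with 0 genes at the criteria in either.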

Neutrophils are polymorphonuclear leukocytes, or white blood cells, and have been shown to be recruited to the thecal compartment of pre-ovulatory follicles just before ovulation [62], in corpus lutea (CL) and increase during CL regression, suggesting a role in both ovulation and luteolysis [63]. These cells are also present in higher numbers among thecal cells in atretic follicles relative to healthy follicles [64]. The results of the current study complement these results by specifying that infiltration and movement of leukocytes is a hallmark specific to the advanced atretic follicles. It also suggests that granulosa are likely the source of signals attracting these white blood cells to the surrounding thecal compartment and that atresia may indeed be a differentiation process similar to ovulation and later luteolysis.

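SPI1, a transcription factor of myeloid cells, had a log2 ratio of 0.75 (SD 0.73, n = 4 replicates, limma adjusted p = 0.535) in atretic relative to plateau cells, and C1QB, a complement subunit made by macrophages, 0.74 (SD 0.68, adjusted p = 0.528). Both met the criteria of the paper and left them without replicate 2 (0.56 and 0.49) or replicate 3 (0.53 and 0.61), and with follicles unpaired, and SPI1 also in 3 other alternatives. SPI1 exceeded background in 5 of 8 atretic and 3 of 8 plateau channels. Of 17 markers of macrophages and dendritic cells, 2 were higher (0 when adjusted over the list alone), with a median of 0.36 (camera adjusted p = 0.00677, and adjusted p = 0.753 with an estimated correlation), which was 0.19 and did not pass without replicate 3, nor on the slide with plateau in Cy3, at 0.45. Of 20 lymphocyte markers 0 met the criteria (0 when adjusted over the list alone), with a median of 0.04 (adjusted p = 0.482). In plateau relative to growing cells the medians were -0.08 for macrophages and dendritic cells (adjusted p = 0.874) and 0.00217 for lymphocytes (adjusted p = 0.874), with 0 genes at the criteria in either.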

Based on microarray results, *GADD45A* was modulated and linked to 9 of the predicted activated transcription factors in the P vs. G contrast. However, qRT-PCR validation showed that relative expression was only significantly higher in A follicles GC, relative to G, with P at an intermediate level, resulting in a significant increasing trend from G to A. It is therefore possible that these transcription factors drive the expression of *GADD45A* mRNA as early as the plateau phase, but this only result in a significant difference in transcript levels when the atretic stage is reached. This qualifies *GADD45A* as another indicator of late-atresia. *GADD45a* has been shown to cause cell cycle arrest at the G2-M transition by binding Cdc2 within the Cdc2/cyclin B1, a complex required to complete the G2-M transition, causing the dissociation of the complex and preventing cell cycle progression [65]. It has also been shown that transfection of a Gadd45a expression vector has induced apoptosis, reportedly by interacting *MEKK4/MTK1* and activating the *JNK/p38* signalling which induces apoptosis [66]. Although they extracted RNA from both the thecal cells (TC) and granulosa cells (GC) at once, from bovine follicles, [67] found significantly higher levels of *GADD45A* transcripts in the second largest follicle of the first follicular wave (7.8 ± 0.2 mm) than in the largest one (10.7 ± 0.7 mm). In addition, they found, using in situ hybridization, that *GADD45A* mRNA was expressed in both TC and GC in atretic follicles but only in GC in healthy follicles, as classified by progesterone and estradiol concentration in follicular fluid. They suggest that these results indicate that *GADD45A* activity is increasingly needed for the progression of apoptotic cell death in follicular atresia and stress the fact that stage-specific gene expression may closely reflect the follicle’s growth or atresia. All of the seven transcription factors predicted to be activated by IPA and reported to drive *GADD45A* expression in the literature: breast cancer 1, early onset (*BRCA1*), forkhead box O3 (*FOXO3* or *FKHRL1*), forkhead box O4 (*FOXO4* or *AFX1*), myogenic differentiation 1 (*MYOD1*), tumor protein p53 (*TP53*) (see also Figures 5– 6), tumor protein p63 (*TP63*) and tumor protein p73 (*TP73*) have been shown to be involved with apoptosis [68-74].

Very recently, two large scale genomic analysis were published by Rodgers (12, 13) where small follicles are compared to large ones and healthy follciles from less than 5 mm compared to atretic ones. For the second study, closer to the work reported here but in a different follicle class (smaller than 5 mm compared to us 6-9 mm), the focus is on the extracellular matrix and demonstrate how important the matrix is for the survival and growth of the follicle. Only one gene was validated with PCR, the aromatase (*CYP19A1*) and as in our results, decreases significantly in atretic follicles. For their upstream regulators (our Figure 5 and their table eight) several pathways are common between these 2 follicles classes: P53 is activated and MYC is inhibited. These are complementary datasets that will lead to a better understanding of the folliculogenesis process.

IPA also revealed significant overlap between differently-expressed genes (DEG) of both contrasts and the NRF2-mediated oxidative stress response canonical pathway, which leads to the activation of the transcription factor NRF2 (*NFE2L2*, nuclear factor (erythroid-derived 2)-like 2). This transcription factor responds to environment insult [75] including reactive oxygen species (ROS) [76]. It was observed that ROS generated by the mitochondria play an important role in the release of cytochrome *c* and other molecules which lead to the activation of apoptosis [77]. Indeed, in granulosa, FSH acts to suppress ROS, generated by steroidogenesis and metabolic activities, within the granulosa by stimulating the synthesis of the antioxidant glutathione (*GSH*) [78]. In the same study, it was shown that blocking *GSH* synthesis lead to GC apoptosis. Multiple target genes of *NFE2L2* were modulated in both contrast based on microarray data. Among them, *SOD2* expression is upregulated by *NFE2L2* according to the IPA database. Its protein encodes the mitochondrial isoform of the superoxide dismutases. It removes the superoxide anion in the dismutation reaction producing hydrogen peroxide and molecular oxygen. *SOD2* transcript levels were greater in P and A follicles relative to G. This may indicate that withdrawal of FSH leads to an increased ROS production, which in turn leads to the activation of the *NFE2L2* oxidative response pathway and the expression of *SOD2* antioxidant enzyme to prevent runaway ROS accumulation as part of the atretic process. Although more target genes would have needed to be validated by qRT-PCR to confirm the intermediate role of *NFE2L2*, this results still indicates a role for increased *SOD2* transcription in follicular atresia. More validation with PCR and protein measurements are now required to dissect each of these specific pathways but strong hypothesis can now be put forward to better explain the follicular dynamics.

## Conclusions

This study confirmed cytometry as a valid method to differentiate between apoptotic GC originating from atretic follicles and growing follicles, but went further by showing that the method could also be successful in differentiating between the early-atretic, plateau phase and late atresia. This allowed the identification of genes whose expression in GC could be used to differentiate between the statuses of the follicle. The novel Functions component of IPA software’s core analysis allowed the integration of large microarray datasets and provided valuable insight as to the status of key cellular function. It indicated that as the follicle passes from an actively growing phase to the plateau phase, growth is slowed mostly by halting the cell division machinery in GC, not yet activating cell death mechanisms, and engaging into a quiescent phase as very few functions were predicted to be increased. However, as the follicle advances further into atresia, GC become more proactive in the activation of cell death. These results put forth the initial structuring of gene pathways implicated in folliculogenesis and a first step towards a complete folliculome.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GD and MS conceived the study and wrote the paper. GD performed the experiments and analysis. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of differentially expressed genes between Plateau and Growing phases. Click here for file

Additional file 2 List of differentially expressed genes between Atretic and Plateau phases. Click here for file

Additional file 3 qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes. Click here for file

Additional file 4 Functions analysis in Ingenuity Pathway Analysis (IPA) software for the P vs. G (A) and A vs. P (B) contrasts. Click here for file

# Supplementary material for: Changes in granulosa cells gene expression associated with growth, plateau and atretic phases in medium bovine follicles
**Source:** J Ovarian Res. 2014 May 7;7:50. doi: 10.1186/1757-2215-7-50
**Supplement:** Additional file 3 — qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes.

**Additional file 3: qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes.**

# Supplementary material for: Changes in granulosa cells gene expression associated with growth, plateau and atretic phases in medium bovine follicles
**Source:** J Ovarian Res. 2014 May 7;7:50. doi: 10.1186/1757-2215-7-50
**Supplement:** Additional file 4 — Functions analysis in Ingenuity Pathway Analysis (IPA) software for the P vs. G (A) and A vs. P (B) contrasts.

**Additional File 4.** **Functions analysis in Ingenuity Pathway Analysis (IPA) software for the P vs. G (A) and A vs. P (B) contrasts.** Only functions annotations that obtained a Regulation z-score value higher than the absolute value of 2, which is considered significant and therefore for which IPA could predict the Activation State, are presented. P-value < 0.05 calculated by Fisher’s Exact test, # Molecules: number of molecules associated to annotation in user’s dataset.

1. **P vs. G - Statistically significant function trends**

|  | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Category** | **Functions Annotation** | **p-Value** | **Predicted Activation State** | **Regulation z-score** | **# Molecules** |
| Cell Cycle | ploidy of cells | 3.69E-06 | Increased | 2.253 | 22 |
| Protein Synthesis | degradation of protein | 1.17E-05 | Increased | 2.166 | 71 |
| Cell Cycle | ploidy of fibroblasts | 6.35E-05 | Increased | 2.079 | 4 |
| Neurological Disease | neuromuscular disease | 6.90E-06 | Increased | 2.003 | 196 |
| Cellular Growth and Proliferation | growth of tumor cell lines | 4.02E-03 | Decreased | -2.013 | 103 |
| Post-Translational Modification | ubiquitination of protein | 9.70E-04 | Decreased | -2.018 | 36 |
| Cell Cycle | entry into mitosis of cervical cancer cell lines | 5.54E-03 | Decreased | -2.031 | 4 |
| Cell Cycle | M phase | 6.45E-11 | Decreased | -2.054 | 49 |
| Cellular Assembly and Organization | chromosomal congression of chromosomes | 5.24E-04 | Decreased | -2.097 | 5 |
| Reproductive System Disease | tumorigenesis of genital tumor | 5.59E-04 | Decreased | -2.098 | 10 |
| Cell Cycle | M phase of tumor cell lines | 3.11E-06 | Decreased | -2.138 | 20 |
| Cancer | tumorigenesis | 2.67E-13 | Decreased | -2.18 | 531 |
| Cell Cycle | cycling of centrosome | 1.71E-04 | Decreased | -2.282 | 13 |
| Reproductive System Disease | genital tumor | 4.93E-05 | Decreased | -2.309 | 135 |
| Developmental Disorder | congenital anomaly of brain | 3.84E-03 | Decreased | -2.353 | 13 |
| Nucleic Acid Metabolism | metabolism of nucleotide | 4.99E-03 | Decreased | -2.391 | 59 |
| Nucleic Acid Metabolism | metabolism of nucleoside triphosphate | 2.25E-05 | Decreased | -2.458 | 28 |
| Nucleic Acid Metabolism | biosynthesis of purine nucleotide | 5.53E-05 | Decreased | -2.462 | 26 |
| Nucleic Acid Metabolism | biosynthesis of nucleoside triphosphate | 4.61E-04 | Decreased | -2.463 | 14 |
| Energy Production | synthesis of ATP | 3.38E-03 | Decreased | -2.468 | 11 |
| Cellular Growth and Proliferation | proliferation of cells | 1.36E-10 | Decreased | -2.656 | 350 |
| Nucleic Acid Metabolism | biosynthesis of purine ribonucleotide | 2.56E-05 | Decreased | -2.67 | 17 |
| Cellular Growth and Proliferation | growth of cells | 5.02E-06 | Decreased | -2.682 | 241 |
| DNA Replication, Recombination, and Repair | orientation of chromosomes | 1.07E-08 | Decreased | -3.062 | 13 |
| DNA Replication, Recombination, and Repair | alignment of chromosomes | 6.86E-08 | Decreased | -3.062 | 12 |
|  |  |  |  |  |  |
| © 2000-2012 Ingenuity Systems, Inc. All rights reserved. | |  |  |  |  |

1. **A vs. P - Statistically significant function trends**

How the deposited data were processed for this re-analysis (not part of the article)

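RNA of bovine granulosa cells from 4 growing, 4 plateau and 4 atretic follicles, 6 to 9 mm in diameter, was measured on 16 2-colour arrays of 45212 spots. The authors amplified and labelled the RNA, hybridised a plateau follicle against a growing or an atretic follicle on every array and exchanged the dyes on a second array. The 4 slides held 4 arrays each, with 1 contrast and 1 dye orientation per slide, so that slide and dye orientation are the same factor. A dye effect common to both slides of a contrast cancels in the mean of both arrays of a replicate. The deposited scanner files hold raw intensity values of both channels and their local background, with no normalisation, and mark the spots the authors excluded by hand. The deposited series matrix holds log2 ratios of Cy5 over Cy3, with a median per array from -0.0202 to -0.00359. These were found to be the ratios after loess alone (r of at least 0.9998 with loess ratios made from the scanner files, median absolute difference per array of 0.000289 to 0.000804), so that their scale, centring and direction are settled, and they were used as an alternative.

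The values were computed with R 4.3.3 and limma 3.58.1. The median raw intensity of each spot was used without background correction, excluded spots were set to missing, and control spots (1418, of which 153 are negative controls) had a weight of 0 in the loess fit and were then left out. Quantile normalisation between arrays, which the methods name, was applied here to both channels of all 16 arrays together. The 2 arrays of a replicate were averaged, and a probe was tested where at least 3 replicates had a value. limma tested the mean of the replicates against 0 for each contrast, and a fit of both contrasts together gave A vs. G. Of 43794 probes, 21790 have 1 gene symbol in the platform annotation, 0 have several and 22004 have none, which gives 15229 genes, each read at its brightest probe. Of these symbols, 14114 are current in the bovine reference table, 1019 are older names and 96 are not in it. Among genes at the criteria of the paper, 612 in P vs. G and 273 in A vs. P have several probes, whose directions were the same in 417 and 177 of them, and 2 and 1 genes had probes at the criteria in both directions. Gene names were kept as the annotation gives them. Of 48 genes the paper names, 43 have a probe under their symbol, and the others are not analysed here.

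A channel was called above background where the spot exceeded the 95th percentile of the negative control spots of its array. For a gene above background in no channel of 1 group, the fold is a bound, the mean of the brighter group against the mean, per array, of the higher of the lowest signal above background and the signal of the probe itself, on log2 channel values after loess and Aquantile. The median local background was 128 in Cy5 (32 to 987) and 22 in Cy3 (19 to 132), and 2 arrays, both of P vs. G with plateau in Cy3, had a Cy5 background more than 4 times the median over arrays. Ratios of the 2 dye orientations of a replicate correlated across probes at r of 0.229 to 0.766. Replicates of P vs. G correlated at 0.293 to 0.616 with one another, and those of A vs. P at -0.0706 to 0.461.

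Lists of genes were tested with limma's camera on the moderated statistics of all genes, with a preset correlation of 0.01 and an adjustment over 34 lists. None of the lists passed with a correlation estimated from the replicates (0 in either contrast, smallest unadjusted p = 0.0633 and 0.0434) or with fry (0, smallest unadjusted p = 0.0116 and 0.0155). Counts adjusted over the list alone use the p of each member. The result of 1 of the lists is not reported here. The gene lists, the design, the alternatives and the rule for naming genes were written before the data were examined, when the gene tables among the additional files of the paper had been seen. The rule names every gene the paper names, for each contrast the 10 largest changes in each direction at an adjusted p under 0.05, and up to 4 genes of each list with the smallest p. Of the genes the paper names, 13 in P vs. G and 20 in A vs. P are given as a range only, and not all the genes of the lists are given.

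The plateau and growing follicles of the same number share their arrays, and their deviations from the group means correlated at 0.145, 0.358, 0.421 and 0.116. All of these exceed 0.1, and the numbers were taken to pair the follicles, although follicles 1 and 4 correlated more with another number (0.223) than with their own. The paper took each follicle from a different ovary, and a shared array can itself give such correlations, so that a pairing beyond the arrays is not shown. Atretic and plateau follicles share their arrays likewise, with correlations of -0.0549, 0.00119, 0.0964 and 0.229. The plateau follicles correlated with themselves across the contrasts at 0.799, 0.703, 0.583 and 0.627, and with plateau follicles of another number at 0.0382 or less.

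The fit was tested on simulated data with the real spread, in which 200 of 14822 genes were changed in 20 simulations. In P vs. G, an adjusted p under 0.05 found 24.7%, 51.8%, 77.1% and 90% of genes changed 1.5-fold, 2-fold, 4-fold and 8-fold, and in A vs. P 6.3%, 31.5%, 68.9% and 84.8%. The criteria of the paper found 45.4%, 92.1%, 98% and 99.3%, and 43.5%, 88.9%, 98.5% and 99.5%. Unchanged genes met these criteria in a median of 120 cases in P vs. G (highest 2132) and 10 in A vs. P (highest 1245).

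Alternatives were normexp background correction with an offset of 50, other normalisations within and between arrays, the series matrix values, a filter on dim probes, the arrays as replicates, single slides, fits without pairing or with both contrasts, the mean of the probes of a gene, and leaving out each replicate. Flow cytometry, qRT-PCR and pathway software output have no values among the deposited arrays and were not analysed again.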

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

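The tests on plateau values shared by both contrasts, on stromal cells and on theca cells were chosen only after the result was seen, as were the single genes named beside these lists.

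A replicate lay far from the other 3 in 6 of 102 groups of 4 gene values and in 3 of 68 groups of list medians, and chance does this in about 5% of groups. In P vs. G, AURKB stood at -2.09 in replicate 2 (others -3.57 to -3.49) and OLR1 at -6.58 in replicate 4 (others 0.14 to 0.32). In A vs. P, RPL8 stood at -0.48 in replicate 4 (others -0.87 to -0.83), LAMC1 at 1.95 in replicate 3 (others 0.44 to 0.67), ATG13 at -0.19 in replicate 1 (others -1.27 to -1.08) and HSD3B1 at 2.20 in replicate 3 (others -0.18 to 0.19). The median of the qRT-PCR panel was -1.20 in replicate 4 of P vs. G (others -0.11 to -0.08). In replicate 3 of A vs. P, the median was 3.05 for stromal and fibroblast markers (others -0.19 to 0.28) and 1.07 for genes of extracellular matrix and adhesion (others 0.04 to 0.21).

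Signals also appeared in genes that the paper does not discuss. Cytosolic ribosomal proteins had a median log2 ratio of 0.63 in P vs. G and of -0.46 in A vs. P, and markers of macrophages and dendritic cells (0.36) and of stroma and fibroblasts (0.94) were higher in A vs. P in the camera test with a preset correlation. With an estimated correlation none of these passed (adjusted p = 0.696 in P vs. G and 0.753 for each list in A vs. P), and without replicate 3 the markers of macrophages and dendritic cells (0.19) and of stroma and fibroblasts (0.13) did not pass either. The ribosomal medians of both contrasts rest on the same plateau follicles with opposite signs, so that they are not independent of each other.

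The contrasts ran opposite to each other. The covariance of their log2 ratios, taken over different replicate numbers so that no plateau follicle entered both, had a mean of -0.0831 (jackknife SE 0.1), so that a true change and the plateau values shared by both contrasts cannot be told apart with 4 follicles. With the plateau follicles in opposite dyes in the contrasts, it was -0.0469 (SE 0.086) and -0.0559 (SE 0.114), both below 0, where a dye bias common to the slides would raise it. Such a bias cancels in the mean of both dye orientations, on which the opposite run was measured, and the values lie within their SE, so that only a bias that differs between slides stays open. Without replicate 4 it was -0.0208, and with each other number left out it was -0.17, -0.0992 and -0.0424 (SE 0.1). All of these lie below 0, the condition set beforehand against a single number carrying the pattern. The value without replicate 4 lies within the SE, a margin the condition did not name, so that a single number stays open. A passing state of plateau follicles stays open too, though follicles sampled at a single time cannot show a course in time.

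Growing follicle 4 shared a pattern with atretic follicles 2 and 3. Over 177 genes that differed from plateau by more than 2 on the log2 scale in both atretic follicles (102 higher, 75 lower), growing follicle 4 had a median difference of 2.82 in the same direction, with 174 genes on the same side, while growing follicles 1 to 3 had -0.176, 0.205 and -0.0308, atretic follicle 1 -0.424 and atretic follicle 4 0.588. The tables argue against stromal cells as the source of the whole pattern in atretic follicle 2, whose stromal markers above background (15) had a median of 0.262 (median absolute deviation 0.738) where the pattern had 2.97, with COL1A1 at -0.18, COL1A2 at -0.79, COL3A1 at 0.28 and FN1 at 0.26. The pattern median in atretic follicle 2 had to exceed 2, since its genes were chosen for that. The low marker values, not their distance from 2.97, are what counts against stromal cells. Other markers of the same list were raised in atretic follicle 2, PDGFRA at 4.78, LUM at 3.44, DCN at 3.06 and POSTN at 2.66. These markers and IGF2 are among the 177 genes of the pattern, so that their rise in atretic follicles 2 and 3 follows from the choice. A stromal source of these genes stays open, without support from these values. Theca cells are argued against likewise as the source of the whole pattern in atretic follicle 2, where 7 theca cell markers above background had a median of -0.0511 (median absolute deviation 0.485), with STAR raised at 4.46. Theca cells stay open for atretic follicle 3 (-0.116, median absolute deviation 3.43) and growing follicle 4 (-0.0502, median absolute deviation 3.98), where the markers went both ways. STAR stood at 4.56 and 5.56 and HSD3B1 at 2.20 and 4.11, and both are also in the list of steroidogenesis in granulosa cells. INSL3 (-0.12 and -0.05) was not raised, and PTCH1 (-1.58 and -2.74) and MYH11 (-4.21 and -4.95) were lower. ACTA2 (2.57 and -0.84) and NR2F2 (-0.84 and 0.14) differed in sign. STAR and MYH11 are among the 177 genes of the pattern itself. Stromal cells fit the pattern by their median in atretic follicle 3 and growing follicle 4 and stay open there, with medians of 3.65 (median absolute deviation 2.46) and 3.6 (median absolute deviation 2.58) for the same 15 markers. Over all 18 measured stromal markers the medians were 3.05 and 1.06. OGN was lower (-2.42 and -1.43). COL6A1 (0.10 and -0.16), PDGFRB (0.51 and 0.01) and MFAP5 (0.85 and 0.37) were raised little or not at all. In growing follicle 4 the same held for COL1A1 (0.72) and IGF2 (-0.01). Over 1409 genes that differ in growing follicles 1 to 3, growing follicle 4 stood at 0.952, with the highest atretic follicle at 0.72 and the lowest growing follicle at 0.609. These genes were chosen on growing and plateau follicles 1 to 3, which raises the values of growing follicles 1 to 3. Atretic follicles 1 to 3 share those plateau follicles, which can raise theirs too. Growing follicle 4 has neither advantage, so that the comparison is unequal. The condition set beforehand against a wrong label, a place above every atretic follicle, was met. The margin was less than the SD among the atretic follicles (0.281), which the condition did not name. The condition against an exchange, every atretic follicle below the lowest growing one, was not met, but the unequal comparison cannot decide it. A wrong label of growing follicle 4 and an exchange with an atretic follicle thus cannot be told apart from a state common to these follicles. Other measures run with the labels. The paper chose the follicles by cytometry, with a population in the G2 phase in growing follicles and no cells in the S or G2 phase in atretic ones, and in replicate 4 of P vs. G the genes of mitosis had a median of -1.21, higher in growing follicle 4. Atretic follicle 3 also exceeded its plateau follicle in these genes, by a median of 1.32, so that they do not settle the labels.

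Replicate 2 of P vs. G differed less than the others. The high red background of one of its arrays is excluded as the whole cause, since its other array, with normal background, had a slope of 0.344 on the mean of the other replicates, against 0.871 to 0.96 for the other arrays on that slide. The array with high background had a slope of 0.212, and that of replicate 4 had 0.633. A smaller difference between these 2 follicles was not tested.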

How the results depend on the processing

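The raw mean intensity, the adjustment over the brightest probe of each named gene, the omission of arrays with high background and the products of different replicates were chosen only after the data were seen.

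At the criteria of the paper, the genes in P vs. G (1576) numbered 1243 to 2194 under all alternatives other than leaving out a replicate and 1195 to 1925 with 1 replicate left out, always within 1.5 times. The number at an adjusted p under 0.05 in limma (0, with 3143 at an unadjusted p under 0.05) was 185 with normexp, 74 with both contrasts in one fit, 1 with the raw mean intensity, 153 when adjusted over the brightest probe of each named gene, where fewer probes are tested, and 147 without the arrays of high background. It was 100 on the slide with plateau in Cy3 and 830 on the slide with plateau in Cy5. With 1 replicate left out it was 0 to 297, the latter without replicate 2. Apart from the number of probes tested, the cause was not tested for any value in this part.

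Taking the 8 arrays as replicates, which counts each follicle pair more than once, gave 1960 genes at an adjusted p under 0.05 in P vs. G, 180 in A vs. P and 59 in A vs. G. With a dye term and the replicate as a random replicate block, the numbers were 1605, 70 and 5. At the criteria of the paper, A vs. P then had 1302 and 1260 genes, A vs. G 1140 and 1062, and both contrasts 582 and 552.

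Without the replicate block, that is with follicles unpaired, P vs. G had 164 genes at an adjusted p under 0.05 (63 higher, 101 lower). In A vs. G, where growing and atretic follicles share only a number (no follicle correlated best with its own number), the replicate block gave 1 gene, and 919 at the criteria of the paper. It moved no other count of genes or lists by more than 1.5 times.

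For A vs. P (0 genes at an adjusted p under 0.05 in limma, 1595 at an unadjusted p under 0.05), the slides with plateau in Cy3 and in Cy5 gave 7 and 15 genes, and 1371 and 1373 at the criteria of the paper (764). Without 1 replicate, the criteria were met by 480 (without replicate 2) to 1584 (without replicate 1), and the adjusted threshold by 0 throughout. Genes at the criteria in both contrasts (311) numbered 487 and 658 on these slides and 189 (without replicate 3) to 571 (without replicate 1) with 1 replicate left out. With P vs. G from replicates 1 and 3 and A vs. P from the others they numbered 497, from 1 and 4 673, from 2 and 3 113, and from 2 and 4 162.

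Of the lists in P vs. G (10 past the threshold), 5 passed on the slide with plateau in Cy5, 0 with an estimated correlation and 0 with fry, and 8 to 12 with 1 replicate left out. Of those in A vs. P (7), 4 and 2 passed on the slides with plateau in Cy3 and in Cy5, 3 with both contrasts in one fit, 0 with an estimated correlation and 0 with fry, and 2 (without replicate 3) to 11 (without replicate 1) with 1 replicate left out. In P vs. G, cholesterol synthesis, glycolysis, the qRT-PCR panel, protein degradation and steroidogenesis were lost on the slide with plateau in Cy5, the last in 6 of 20 alternatives with the preset correlation, while autophagy was gained in 11, MYC targets of ribosome biogenesis on the slide with plateau in Cy3, with the raw mean intensity and without replicate 1, and the interferon response (0.08) with normexp. In A vs. P, NRF2 targets and cholesterol synthesis were lost on both slides and in one fit, stromal markers and actin and SRF targets on the slide with plateau in Cy5 and in one fit, the qRT-PCR panel on the slide with plateau in Cy5, and macrophage markers on the other. Gained were FOXO targets with the mean of all probes, glycolysis with dim probes left out, granulosa identity with follicles unpaired and with the raw mean intensity, and all 3 with the 8 arrays as replicates. Without replicate 1, MYC targets of ribosome biogenesis (0.32), immediate early genes (0.49) and glycolysis (0.24) were gained in A vs. P, and glycolysis (0.40) without replicate 2 and extracellular matrix (0.54) without replicate 4. Medians of 13 lists in P vs. G and 14 in A vs. P changed sign under an alternative, and 0 of these lists were past the threshold. The position of plateau (0.665) was 1.25 with products of different replicates, 0.683 and 0.778 over other sets of probes, and 0.35 to 0.885 with 1 replicate left out.

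All genes named in the text that met the criteria of the paper kept their direction under every alternative, while some left the criteria, apart from those that did so without a replicate. On the slide with plateau in Cy3, RPS7 (0.20) and XPC (0.50) did so in P vs. G, and on that with plateau in Cy5 PSMA4 (-0.56) and ATG13 (0.50) in P vs. G and ATG13 (-0.48), RPL8 (-0.46), SPI1 (0.47), TNFRSF21 (0.80) and YY1 (-0.35) in A vs. P. With the mean of all probes, PSMB1 (-0.54) and XPC (0.43) did so in P vs. G and DSG2 (0.66), FDFT1 (-0.52), GSTA4 (-0.47), LAMC1 (0.34), MCL1 (0.60), MCM2 (-0.31), PCNA (0.47) and YY1 (-0.41) in A vs. P. The other cases are all in A vs. P. DAB2, FDFT1, PEA15 and SPI1 left the criteria with both contrasts in one fit, C1QB, FDFT1, PEA15, SPI1 and TNFRSF21 with follicles unpaired, MCM2, TNFRSF21 and YY1 with the raw mean intensity, TNFRSF21 and SPI1 with the series matrix values, and TNFRSF21 with Aquantile or no normalisation between arrays and with the arrays of each contrast normalised alone. Genes that did not meet them changed sign as follows. On the slide with plateau in Cy3, FOXO3 stood at -8.39e-05 in P vs. G, and in A vs. P FAS at 0.10, CYP11A1 at -0.0727 and CXCR1 at -0.0657. On the slide with plateau in Cy5, CDKN1A stood at 0.14, DAB2 at -0.0676 and TNFRSF21 at 0.0295 in P vs. G, and CCNB1 at -0.0417, CKS1B at -0.39 and SOD2 at -0.28 in A vs. P. Without the arrays of high background, FOXO3 stood at -0.0315, CDKN1A at 0.0641 and DAB2 at -0.15 in P vs. G. With the mean of all probes, DAB2 stood at -0.0422 in P vs. G, and with the raw mean intensity SOD2 at -0.0407 and CYP11A1 at -0.0220 in A vs. P.

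With 1 replicate left out, log2 ratios in P vs. G ranged for FOXO1 from -0.23 (without 1) to 0.56 (without 4), FOXO3 from -0.0771 (without 2) to 0.11 (without 1), FAS from -0.0410 (without 2) to 0.23 (without 4), XIRP1 from -2.07 (without 1) to 0.49 (without 4), OLR1 from -2.09 (without 3) to 0.21 (without 4), FOSL1 from -1.00 (without 1) to 0.30 (without 4), DAB2 from -0.65 (without 3) to 1.20 (without 4) and TNFRSF21 from -0.18 (without 1) to 0.12 (without 4). For A vs. P the ranges were, for CCNB1 from -0.35 (without 3) to 1.13 (without 2), CKS1B from -0.10 (without 3) to 0.53 (without 4), GADD45A from -1.14 (without 2) to 0.11 (without 1), BAX from -0.00928 (without 4) to 0.16 (without 2), FAS from -0.39 (without 3) to 0.20 (without 2), SOD2 from -0.48 (without 2) to 0.61 (without 3) and CYP11A1 from -0.16 (without 2) to 0.43 (without 4).

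Signal over background limits the comparison of dim genes. OLR1, FOSL1, TNFRSF21, HSD3B1, CXCR1, CATHL2 and SPI1 exceeded background in some channels only, and with dim probes left out 21 of the 22 genes named in the text that met the criteria in A vs. P were tested and met them. Every alternative chosen in advance was run.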

Differences from the paper's values

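The alternatives that left out arrays of high background or used the raw mean intensity were chosen only after the data were seen.

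For genes at a fold over 1.5 and unadjusted p under 0.05 in P vs. G, the value here was 1576 and the paper's is 2942. Of the alternatives set before the data were examined, only the slide with plateau in Cy5 came within 1.5 times of the paper's value, with 2194, and all the others differed. For A vs. P the value here was 764 and the paper's is 1974. The slides with plateau in Cy3 and in Cy5 came within 1.5 times with 1371 and 1373, as did the fit without replicate 1 with 1584, and the other alternatives set then differed. For genes in both contrasts the value here was 311 and the paper's is 932. The slide with plateau in Cy5 came within 1.5 times with 658, as did the split with P vs. G from replicates 1 and 4 and A vs. P from the others with 673, and the rest differed. The paper gives these as genes, and the values here are counts of gene symbols, each read at its brightest probe. Probes with no symbol (22004 of 43794) are left out of them, so that the features counted may differ from those of the paper. Counted by probe at the same thresholds, the values here were 2938 for P vs. G, 1638 for A vs. P and 662 for both, all within 1.5 times of the paper's.

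The gene table of the paper for P vs. G was available only in part. That part lists 26 of the genes named in the text, the table for A vs. P lists 30, and all of them had the same direction here. At the criteria of the paper, 22 and 20 of them were also called here. In P vs. G, CYP19A1 (-1.81), ID3 (-0.85), STK17A (-1.08) and TGM2 (-0.94) were not. CYP19A1, ID3 and TGM2 were called with the 8 arrays as replicates, with or without a dye term and the replicate as a random block, CYP19A1 also with both contrasts in one fit, ID3 and TGM2 also without replicate 2, and TGM2 also on the slide with plateau in Cy5 and without the arrays of high background. STK17A was called in P vs. G under no setting.

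Between atretic and plateau cells, CCND2 (-1.34), XIRP1 (3.05), OLR1 (2.22), FOSL1 (1.66), ID3 (1.04), STK17A (1.44), TGM2 (0.99), CCT2 (0.68), ANKRD1 (2.86) and LOXL4 (2.86) were not called here, and ANKRD1 and LOXL4 were chosen after their values were seen. All of them were called with the 8 arrays as replicates, with or without a dye term and the replicate as a random block. XIRP1, FOSL1, ID3, STK17A, ANKRD1 and LOXL4 were also called without replicate 1, CCND2 without replicate 2, and STK17A, TGM2 and CCT2 without replicate 4. On the slide with plateau in Cy3, XIRP1, FOSL1, STK17A, CCT2 and LOXL4 were called, and on that with plateau in Cy5 CCND2 and ID3. ID3 was also called with normexp, ID3, STK17A and CCT2 with follicles unpaired, CCT2 with both contrasts in one fit, and CCT2 with the raw mean intensity, which was chosen after the data were seen. XIRP1 had the highest ratio in A vs. P, as the paper states, with an 8.29-fold change here and 9.84 as the paper's value.

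Some statements of the paper come from pathway software, which predicts the activity of regulators and functions from many genes, and transcript levels do not measure that activity. From its upstream analysis the paper gives MYC, FOS, E2F1, E2F2 and E2F3 as down-regulated in plateau cells. Their transcripts were at 1.66, 1.36, -0.78, -0.17 and -0.15 here, with E2F1 lower at the criteria, and MYC met them as higher with the 8 arrays as replicates and without replicate 2. The software predicted an increase in degradation of proteins and a decrease in ubiquitination of protein in plateau cells, where the genes of ubiquitin and proteasome degradation had a median of -0.28 here, with 14 lower and 2 higher. For atretic cells it predicted an increase in cell cycle progression, where the genes of mitosis had a median of 0.13 here and did not pass, except without replicate 2, and in movement of neutrophils, where markers of neutrophils and granulocytes had a median of 0.08 and did not pass. From its own between group analysis the paper states that the groups separated clearly. Here 11 of 16 averages lay nearest their own group when placed without their own values, 1 of 4 of the atretic ones among them. The paper also places plateau between growing and atretic along an axis of that analysis. The share of 0.665 here is a place on the line from growing to atretic, and it does not settle an intermediate place. It was 1.25 with products of different replicates, and unchanged groups gave 0.153 to 0.643. Placed without their own values, plateau averages had a median share of 0.722 and atretic ones of 0.713.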

Other observations

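The splits of the samples were planned, and apart from the A vs. G split named below nothing in this part was chosen only after the result was seen.

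In P vs. G, exchanging the labels within replicate pairs makes 8 splits, too few for a share under 0.05. The real split had 1576 genes at the criteria of the paper and the highest other split 525 (1 split as large), and 10 lists against 12 (3 as large). With the follicles unpaired, 35 splits can be made. The real split had 1508 genes and the highest other 975 (1 as large, the real one), and 11 lists against 13 (5 as large), for which chance is not excluded. Where growing and plateau follicles are taken as paired by number, the real split is best set against the 8 splits that part all pairs, where the highest other had 713 genes and 12 lists, and these are too few for a share under 0.05. The 24 splits that part 2 pairs reached 975 genes, and the 3 that part 0 pairs reached 460.

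For A vs. P, the 8 splits within pairs are again too few, with 764 genes in the real split and 1061 in the highest other (2 as large), and 7 lists against 13 (5 as large). With the follicles unpaired, the real split had 799 genes and the highest other of 35 had 1063 (3 as large), and 8 lists against 16 (16 as large), so that chance is not excluded for either.

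In A vs. G, the real split had 632 genes at the criteria of the paper and the highest other of 35 had 1333 (9 as large), and chance is not excluded. That split, named since it was the highest, sets atretic follicle 1 and growing follicles 1 to 3 against atretic follicles 2 to 4 and growing follicle 4.

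Other lists had these medians in P vs. G and in A vs. P. Endothelial markers stood at -0.05 and 0.05 (camera adjusted p = 0.455 and 0.538), theca cell markers at 0.06 and 0.10 (adjusted p = 0.524 and 0.96), erythrocyte markers at -0.03 and 0.07 (adjusted p = 0.874 and 0.482), and oocyte and cumulus markers at -0.05 and 0.04 (adjusted p = 0.256 and 0.959), the latter with a test direction of lower. Interferon response genes stood at 0.04 and 0.12 (adjusted p = 0.208 and 0.363), and genes of the unfolded protein and ATF4 response at -0.10 and 0.07 (adjusted p = 0.208 and 0.482). In P vs. G, stromal and fibroblast markers stood at -0.21 (adjusted p = 0.580), genes of extracellular matrix and adhesion at -0.05 (adjusted p = 0.874), actin and SRF targets at -0.08 (adjusted p = 0.874) and NRF2 targets at -0.06 (adjusted p = 0.741). When adjusted over the list alone, 2 theca cell markers were higher in P vs. G, 2 oocyte and cumulus markers, 2 actin and SRF targets and 3 NRF2 targets were lower, and 1 gene of the unfolded protein response was higher and 3 were lower. The other lists of this paragraph had 0 in both contrasts.

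Between atretic and plateau follicles, genes of glycolysis stood at 0.17 (camera adjusted p = 0.0780), the respiratory chain and ATP synthase at -0.04 (adjusted p = 0.345), purine synthesis at 0.11 (adjusted p = 0.482), MYC targets of ribosome biogenesis at 0.16 (adjusted p = 0.205) and immediate early and heat shock genes at 0.35 (adjusted p = 0.588). Genes of ubiquitin and proteasome degradation stood at 0.01, with a mean of -0.02 and a test direction of lower (adjusted p = 0.482). When adjusted over the list alone, 1 gene of the respiratory chain and 1 of protein degradation were lower, and the other lists here had 0. The 2 measured reference genes of the qRT-PCR stood at 0.62 in P vs. G (adjusted p = 0.256) and at -0.16 in A vs. P (adjusted p = 0.538).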
